# Sialic Acid Utilisation and Synthesis in the Neonatal Rat Revisited

**DOI:** 10.1371/journal.pone.0008241

**Published:** 2009-12-11

**Authors:** Peter I. Duncan, Frédéric Raymond, Andreas Fuerholz, Norbert Sprenger

## Abstract

**Background:**

Milk is the sole source of nutrients for neonatal mammals and is generally considered to have co-evolved with the developmental needs of the suckling newborn. One evolutionary conserved constituent of milk and present on many glycoconjugates is sialic acid. The brain and colon are major sites of sialic acid display and together with the liver also of synthesis.

**Methodology/Principal Findings:**

In this study we examined in rats the relationship between the sialic acid content of milk and the uptake, utilization and synthesis of sialic acid in suckling pups. In rat milk sialic acid was found primarily as 3′sialyllactose and at highest levels between 3 and 10 days postpartum and that decreased towards weaning. In the liver of suckling pups sialic acid synthesis paralleled the increase in milk sialic acid reaching and keeping maximum activity from postnatal day 5 onwards. In the colon, gene expression profiles suggested that a switch from sialic acid uptake and catabolism towards sialic acid synthesis and utilization occurred that mirrored the change of sialic acid in milk from high to low expression. In brain sialic acid related gene expression profiles did not change to any great extent during the suckling period.

**Conclusions/Significance:**

Our results support the views that (i) when milk sialic acid levels are high, in the colon this sialic acid is catabolized to GlcNAc that in turn may be used as such or used as substrate for sialic acid synthesis and (ii) when milk sialic acid levels are low the endogenous sialic acid synthetic machinery in colon is activated.

## Introduction

Among the nine monosaccharides that are used as building blocks for mammalian glycans, sialic acid (Sia) is special. First, it is a key determinant of numerous glycan-receptor interactions involved in cell interaction and communication processes pertinent to health and disease [1]–[3]. Second, it is present in the free oligosaccharide fraction of most if not all mammalian milks [4] at levels that vary with species and time of lactation. Sia is thus amongst the first compounds ingested by the suckling newborn and this raises the question of whether or not milk Sia serves as a nutrient.

All mammals have the synthetic machinery for *de novo* synthesis of Sia, which begins with either fructose-6P and glutamine or N-acetylglucosamine and requires a series of enzymatic reactions (the biosynthesis of Sia is reviewed in [5]). The rate limiting step is catalysed by GNE (UDP-N-acetylglucosamine N-acetylmannosamine epimerase/kinase). While the synthetic machinery is present in many organs it is not clear if it is ubiquitous. In addition the absolute expression and/or activity of each gene product can vary per tissue or cell type. In adult mouse, GNE mRNA expression is highest in the liver followed by the lung and kidney [6] while Sia concentration measured in the spleen, brain and lung is considerably greater than in the liver or kidney [7]. In adult rats, considerable GNE activity has been measured in the liver, salivary gland and small intestinal mucosa while in other tissues including spleen, brain and lung the GNE activity is very low [8]. Interestingly, GNE activity in the liver of rats and guinea pigs has been reported to be low early in life during the post-natal suckling period when sialylation is considered essential for normal development and to rise significantly thereafter [9].

The brain is the major site of Sia display and has been suggested to depend on an exogenous supply during growth and development [10], [11]. Muchmore also reported that in the colon and thymus and to a lesser extent in the small intestine of the neonatal rat there is a significant albeit transient increase in Sia display in the days immediately following birth [12]. Thus as for the brain the early postnatal colon might need an exogenous supply of Sia to cope with its high needs. Such results have lead to speculation that during the neonatal suckling period *de novo* Sia production may not be sufficient to meet the needs of all tissues in the rapidly developing newborn and that Sia could serve as a conditionally essential nutrient for the suckling neonate [13].

The uptake of Sia from an exogenous, say dietary, source is thought to initiate at the plasma membrane through endocytosis. Once intracellular the material within the endocytic vesicle is delivered to the lysosome where bound Sia is removed by a resident neuraminidase and then transported out into the cytosol by the Sia transporter sialin (Slc17a5) [14]. Cytosolic Sia can then be activated through conjugation to CMP after which it is suitable to be used by Golgi-resident sialyltransferases to decorate glycoproteins and glycolipids. Alternatively, Sia was also proposed to be catabolized to N-acetylmannosamine and pyruvate [15].

Human and rodent milk is a rich source of Sia in the form of sialyloligosaccharides and thus it may be a valuable Sia supply for the newborn [4], [16], [17]. Consistent with this idea neuraminidase activity in rats and mice is highest during the suckling period and in particular in the middle and distal thirds of small intestine [18].

Dietary Sia is able to get into brain and other tissues [19], [20] however the mechanism involved and whether Sia is taken up as such or whether catabolic products reach the brain are largely unexplored. The small intestine is thought to be a major site of Sia uptake and as previously mentioned Sia has been proposed to be catabolised to ManNAc and pyruvate [15] with putative subsequent resynthesis of Sia.

Not all milk sialyloligosaccharides however, or indeed other milk oligosaccharides, are digested in the small intestine. The majority of human milk oligosaccharides seem to reach the colon where they are available for catabolism by both the microflora and host, or pass unaltered into the feces [21]–[23]. Yet their precise roles and the amount of fermented or colonic digested oligosaccharide structures are largely unknown.

Given the importance of the suckling period in the development of the newborn we sought to gain further insight into the metabolism of Sia through gene expression profiling. Our results support the view that the high concentration of Sia found in milk early during lactation favours its catabolism in the colon of the suckling pup whereas the low concentration seen at weaning stimulates the expression of genes for its synthesis and subsequent use.

## Materials and Methods

### Bioinformatics

The organism and tissue specific pattern of expression of the genes *GNE* and *Slc17a5* during development was performed with Genevestigator (http://www.genevestigator.ethz.ch), a microarray database and analysis system allowing context-driven queries [24], [25]. Additional data was obtained from the NCBI Gene Expression Omnibus (GEO) [26] and is available through GEO dataset accession number GDS1273 (http://www.ncbi.nlm.nih.gov/sites/GDSbrowser?acc=GDS1273).

### Animals and Experimental Design

Animal experiments were conducted under authorisation n° 2043 granted by the Service Vétérinaire, Etat de Vaud. Seven timed pregnant Sprague Dawley rats were obtained from Charles River Laboratories (France). The animals were individually housed, had *ad libitum* access to food and water and were maintained in a 12 hr light/dark cycle.

One day before giving birth one dam was anaesthetized with isoflurane and pups were removed by Caesarean section and dissected as described below. At birth litter sizes were adjusted to 10 pups per dam by culling or supplementation with pups from litters of the same birth date. Pups were weighed and then sacrificed by decapitation and tissues isolated. Intestinal tissue samples were rinsed with ice cold PBS to remove luminal material. The brain was separated into two hemispheres through a mid-coronal cut. All tissue samples were snap frozen in liquid N_2_ and kept frozen at −80°C before analysis.

Non-stimulated rat milk was obtained from Charles River Laboratories.

### Microarray Analysis

Brain and colon tissue samples (approximately 10 mg wet weight) were disrupted and homogenized in lysis buffer using a FastPrep instrument and lysing tubes containing ceramic beads (MP Biomedicals). Total RNA was then extracted and purified with the RNAdvance tissue kit (Agencourt) through an automated procedure on a Hamilton robotic station. After extraction, RNA was quantified with the RiboGreen RNA Quantification Kit (Molecular Probes) and monitored for quality on a Agilent 2100 Bioanalyser (RNA integrity numbers ≧8 for high quality).

All cRNA targets were synthesized, labelled and purified according to the Illumina TotalPrep RNA amplification protocol (Applied Biosystems/Ambion) using the Hamilton robotic station. Briefly, 200 ng total RNA was used to produce double-stranded cDNA followed by *in vitro* transcription and cRNA labelling with biotin. 750 ng biotin-labelled cRNA was added to the hybridization mix, which contained control oligonucleotides (such as negative and hybridization controls), hybridization buffer, and water. Then 15 µl of each hybridization mix was applied to each microarray (RatRef-12 Expression BeadChips (Illumina)). After overnight hybridization (16 hours, 58°C) the microarrays were washed to remove non-hybridized material and stained with Streptavidin-Cy3. Arrays were scanned with a BeadArray Reader (Illumina). Signal intensities were extracted and summarized in the BeadStudio software (Illumina). Data were expressed as absolute intensities. Quality control and filtering of microarray data was carried out with GeneSpring GX software (Agilent Technologies). Quality control of the data was performed on all samples with a Pearson correlation matrix and a Principal Component Analysis. One outlier (sample Colon_Embryo_Day21_rep1) was identified (data not shown) and was eliminated from the analysis. After quantile normalization, data were log_2_ transformed and analysed by ANOVA. Genes with at least one time point significantly different at a p<0.01 were selected. 

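In colon, 17 of the 20 genes of sialic acid (Sia) and UDP-GlcNAc metabolism that the arrays name changed over the 9 time points, while Nanp, Pgm1 and Hk3 did not pass the test. In brain, 13 of the 20 changed, and Cmahp, Gfpt1, Slc35a3, Uap1l1, Pgm1, Hk2 and Hk3 did not pass. The ratio between a gene's highest and lowest mean level had a median of 1.99 over these genes in colon and of 1.28 in brain. In brain Cmahp was detected (detection p under 0.05) in 0 of 54 samples, Gfpt1 in 13, Hk2 in 15 and Hk3 in 18. The changes of these genes in brain are therefore hardly measured, which can lower the brain median. Of all 22523 probes, 8271 (36.7%) changed over time in colon and 7966 (35.4%) in brain at an adjusted p under 0.01 from limma's F test. The ordinary one-way F test per probe at an unadjusted p under 0.01, which is how the methods word the test, called 9011 probes in colon and 8653 in brain.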

Genes of interest were extracted and for ease of visualization were back transformed to normalized expression levels. GraphPad Prism was used to graph figures with mean values and standard deviation.

The data have been deposited in the GEO [26] and are accessible through GEO Series accession number GSE18133 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18133.)

### Carbohydrate Analysis

Sialyllactoses (3′ and 6′sialyllactoses) and lactose were quantified based on a previously described method [27]. Briefly, deproteinated and defatted milk, plasma and urine were subjected to high performance anion exchange chromatography (HPAEC) equipped with a CarboPac PA200 analytical column and aminotrap guard column and a pulsed amperometric detector (Dionex). Quantification was done using authentic sialyllactoses (Dextra) and lactose (Fluka).

Sia was quantified following derivatization with DMB (1,2-diamino-4,5-methylenedioxybenzene dihydrochloride) [28] and HPLC using a C18 reverse phase column (Zorbax SB-Aq Rapid Resolution column, Agilent Technologies) and fluorescence detector. Authentic N-acetylneuraminic acid (NeuAc; Dextra) and N-glycolylneuraminic acid (NeuGc; Dextra) were used as external standards.

### GNE Assay

GNE epimerase activity was assayed based on a previously described method [29]. Briefly, 30–50 mg pieces of frozen liver were homogenised in lysis buffer (10 mM Tris pH 8, 0.2% (v/v) NP-40, 1x complete protease inhibitors (Roche)) using a TissueLyser (Qiagen) and cleared by centrifugation. Total protein was measured using the Bio-Rad protein assay according the manufacturer's protocol. Supernatants were assayed for GNE activity in lysis buffer containing 50 mM sodium phosphate (pH 7.5), 10 mM MgCl_2_ and 1 mM UDP-GlcNAc (Sigma) at 37°C. Reactions were stopped by boiling and samples were subjected to HPAEC equipped with a CarboPac PA1 and PA1 guard column and a pulsed amperometric detector (Dionex). Quantification was done using authentic N-Acetyl-D-mannosamine (Sigma) as external standard. HPAEC running conditions were as follows: each run was preceded with a washing (4 min isocratic 500 mM NaOAc followed by 8 min isocratic 300 mM NaOH) and equilibration (14 min isocratic 15 mM NaOH) step. Sample running conditions were 25 min isocratic 15 mM NaOH.

## Results

### Synthesis and Uptake of Sia Seen through Public Gene Expression Data

Using publicly available microarray gene expression data from mouse, rat and human we monitored the RNA expression profiles of *GNE* and *Slc17a5*, genes involved in Sia synthesis and uptake respectively, over time in the brain, liver and gut (Fig. 1A). In the mouse, *GNE* expression was relatively high in both the colon and liver, while in human *GNE* expression was lower in the colon than in the liver. To complement the data available for the rat we included gene expression data for the intestine from GEO dataset GDS1273 [29] (Fig. 1B). *GNE* transcript levels were higher in colon than small intestine and high transcript levels were seen both at postnatal day 17 and 21. The most complete developmental profile of *GNE* was established for mouse liver wherein an increase was seen within the first days after birth with maximal expression occurring before weaning (usually at 21 days post-partum) (Fig. 1A). It is worth noting that while membrane fractions from brain tissue contain proportionally more Sia than membrane fractions from the liver [7] the expression of GNE there was relatively low compared to that in liver. The brain may therefore depend upon Sia synthesized elsewhere.

**Figure 1:**
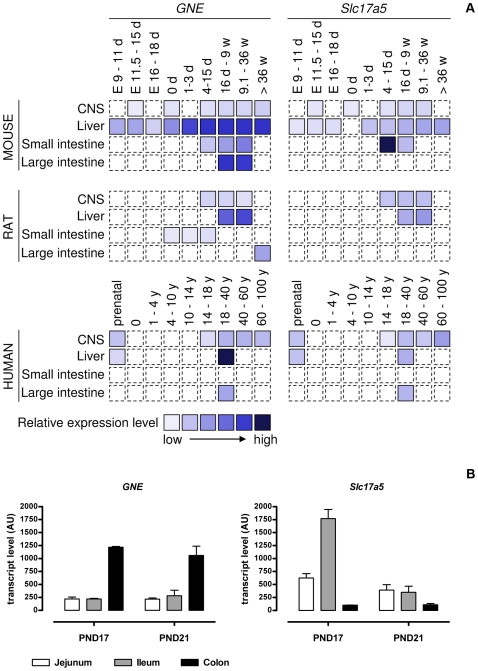
Gene expression levels of *GNE* and *Slc17a5*. A) Relative *GNE* (sialic acid synthesis) and *Slc17a5* (sialic acid uptake) expression levels in the central nervous system (CNS), liver and small and large intestine throughout development and aging in the mouse, rat and human. (E, embryonic; d, day; w, week; y, year; dashed line, not determined). B) *GNE* and *Slc17a5* expression in the intestine of 17 and 21 day old rat pups. The data was extracted from the Gene Expression Omnibus repository at http://www.ncbi.nlm.nih.gov/sites/GDSbrowser?acc=GDS1273. Mean and SD are shown; N = 3, except PND17 colon, N = 2.

Gene expression data of the Sia transporter *Slc17a5* was most complete in mice where highest expression was found in the small intestine during the suckling period. A similar picture was seen in rat where highest *Slc17a5* transcript levels were expressed in the ileum at PND17 as compared to after weaning at PND21 (Fig. 1B). Although many time points are missing this suggests that maximum Sia uptake in the small intestine occurs at times when Sia is supplied via the milk to the pup. The data further suggest that highest uptake occurs in the lower small intestine. In the central nervous system no major peak of expression of *Slc17a5* was observed although the limited data available do not allow us to suggest whether or not there is increased Sia uptake into brain during the suckling period.

### Sialyllactose Levels in Rat Milk Change over Lactation

We collected non-stimulated milk and analysed its content in lactose, sialyllactose and total Sia (Fig. 2). Lactose in milk increased throughout the first week of lactation, dropped slightly at 10 days postpartum and then increased further towards weaning. Besides the 3′- and 6′sialyllactoses no other oligosaccharides were detected. 3′Sialyllactose was the major oligosaccharide detected and was found at an ever increasing level during the first week of lactation but thereafter dropped steadily. 6′Sialyllactose was found at about ten times lower levels and also showed an increase over the first week of lactation. It then remained at a constant although low level until weaning.

**Figure 2:**
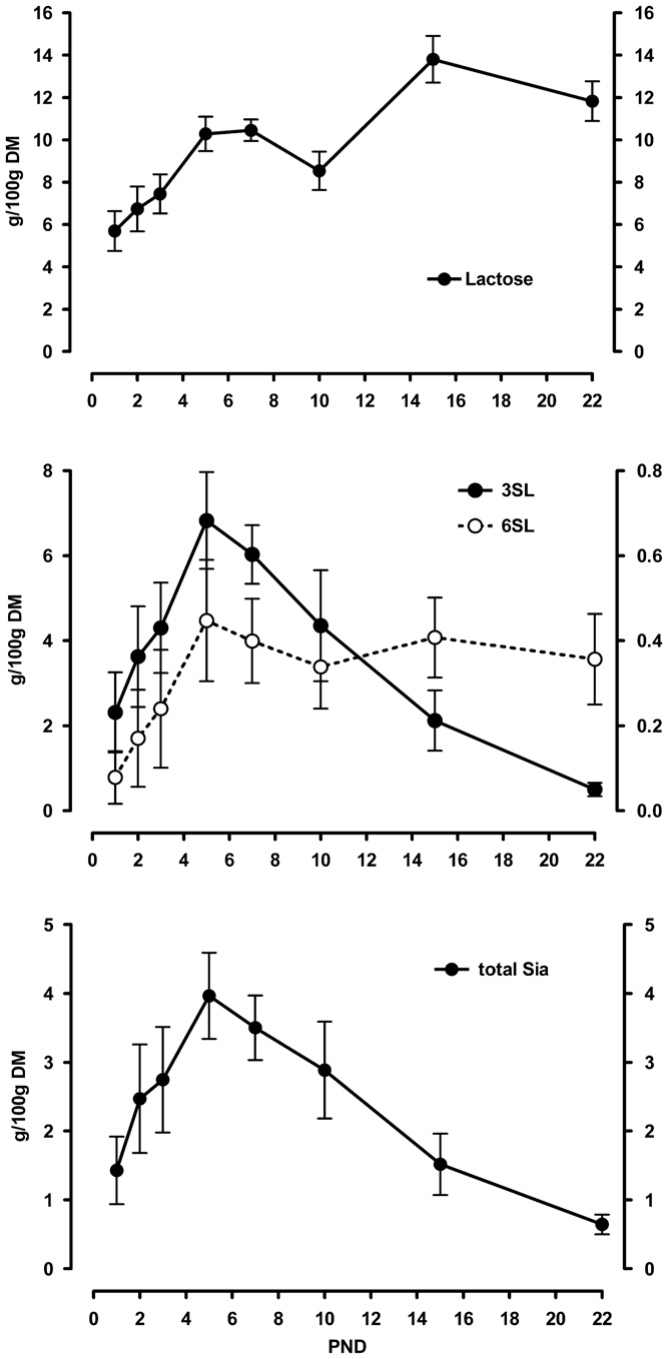
Rat milk lactose, sialyllactose and sialic acid content throughout lactation. Lactose (upper panel), the sialyllactoses (middle panel; 3SL left scale bar; 6SL right scale bar) and total sialic acid (lower panel) contents were measured in non-stimulated rat milk over time of lactation. Amounts are expressed in g per 100 g dried milk. Mean and SD are shown (N = 5).

The total amount of Sia in milk showed a similar profile throughout lactation to that of 3′sialyllactose and was consistent with previously published results [16], [18]. The total level increased during the first week of lactation with a peak at 5 to 7 days postpartum and then a steady decrease towards weaning. Almost all Sia present in rat milk was found to be present in the form of 3′sialyllactose and was exclusively N-acetylneuraminic acid.

With this we asked whether and how Sia related gene expression profiles change over the suckling period in colon and brain.

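Colon RNA of rat pups, 53 samples, was read on Illumina RatRef-12 BeadChips, arrays of 22523 bead-bound probes, with 1 array per sample. The samples came from embryonic day 21, which the paper calls PND -1 (n = 5), and from PND 1, 2, 3, 5, 7, 10, 15 and 22 (n = 6 at each age). The pups of PND -1 came from 1 dam by Caesarean section, so that age and dam cannot be separated there, and whether a sample pools pups is not stated in the paper's text, so that p measures the spread between samples. The paper's text does not give the litters of the later samples either. Litter was not modelled, and siblings may be among the 6 samples of an age. The authors extracted the signals in BeadStudio. The deposited signals are linear and not normalized between arrays, with array medians of 43.6 to 123.4 (median 62.6). Between 10276 and 12277 probes per colon array (median 11343) had a detection p under 0.05 against the array's own negative controls, and the number of arrays limits the precision. Here the signals of the colon arrays and of the 54 brain arrays were quantile normalized together, floored at 1 and log2 transformed. A probe at the detection limit had a normalized signal of 65.6 to 72.8 in colon. limma fitted one mean per age, p was adjusted over all probes by Benjamini-Hochberg, and a change was called at an adjusted p under 0.01. The table of the array's probes gives 1 gene symbol for 13793 probes and none for 8730. Each of the 20 genes of the pathway has 1 named probe, Pgm3 and Hk1 have none, and CMAH was read from the probe of Cmahp. In colon Hk3 was detected in 13 of 53 samples and the other 19 genes in all. Levels are mean normalized signals with their SD, and n stands once in a sentence where it stays the same. Gene positions are those of the rat genome build GRCr8. Single comparisons of 2 ages were also put to a two-sided exact permutation test on the samples' log2 signals, in which 6 samples against 6 cannot give a p below 0.00217.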

### Gene Expression Profiles in Colon Indicate Sia Catabolism Followed by Anabolism over Lactation

We have depicted schematically (Fig. 3) the endogenous pathway for *de novo* Sia synthesis and possible routes for the metabolism of Sia in the newborn rat from milk-born 3′sialyllactose based on the KEGG amino sugar pathway [30] and literature data.

**Figure 3:**
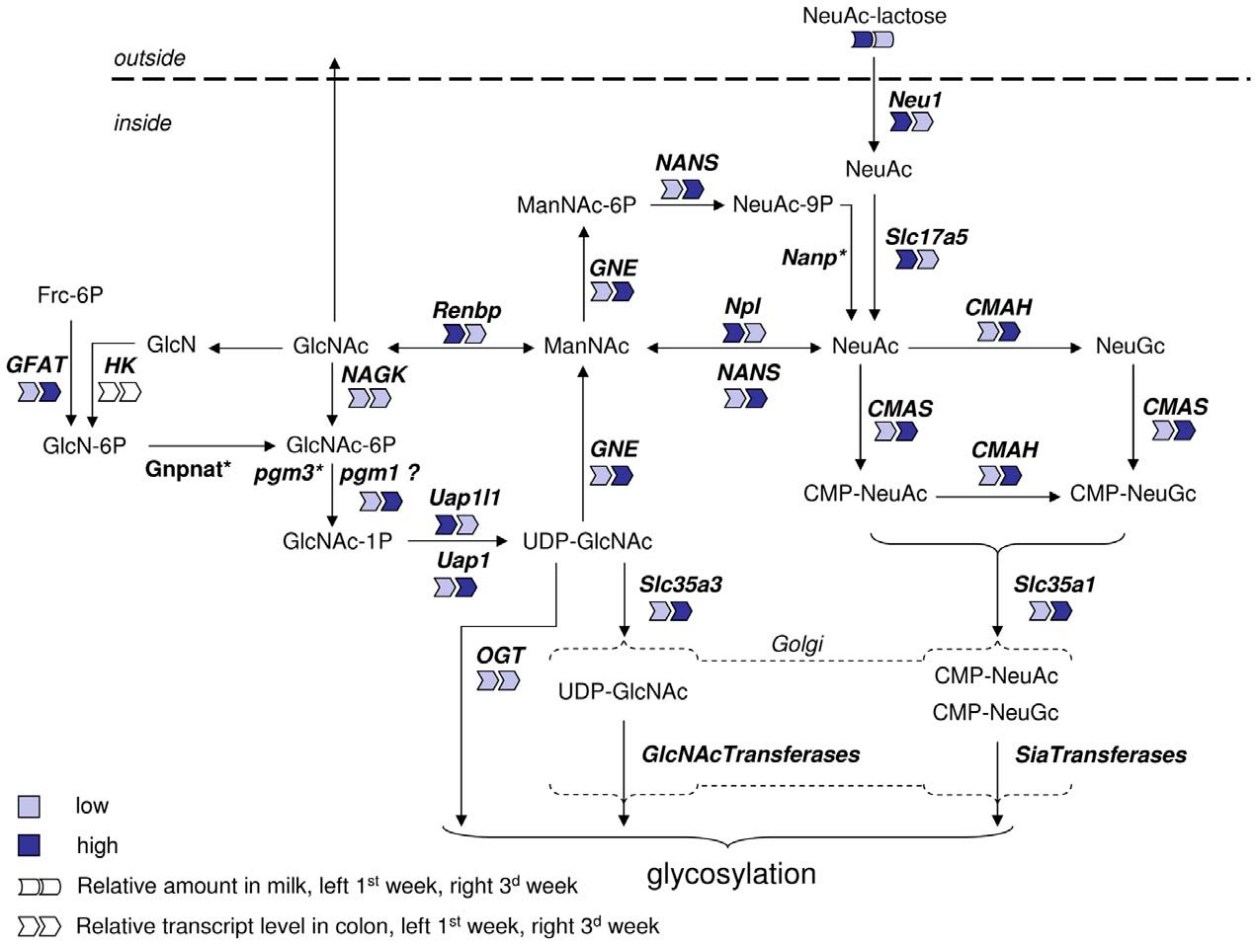
Schematic representation of sialic acid metabolism and a summary of gene expression levels in the colon. The pathways depicted are based on the KEGG aminosugar reference pathway. Full names of the indicated gene/protein are given in the text. The relative gene expression level and milk sialic acid content during first and third week of lactation are indicated by symbols and color code. (*Gene not in array or not expressed; ‘?’ no data that pgm1 can catalyse this step.)

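From the first week (PND 1 to 7) to the third week (PND 15 and 22), 5 of the 20 pathway genes fell in colon, 8 rose and 7 did not pass the test. The 5 that fell are the genes of Sia release, transport and breakdown with Uap1-like1, a relative of the UDP-GlcNAc pyrophosphorylase. Npl fell by 1.69 on the log2 scale, Renbp by 1.41, Slc17a5 by 1.10, Neu1 by 1.01 and Uap1-like1 by 0.79, with adjusted p from 3.19e-15 for Renbp to 4.50e-09 for Uap1-like1 (limma, n = 6 at each of the 5 and 2 ages). Hk2, a hexokinase, had the largest rise of the 20 genes, 1.02 on the log2 scale. GNE, the rate-limiting enzyme of Sia synthesis, rose by 0.63, Uap1 by 0.45, CMAS by 0.34, the O-GlcNAc transferase OGT by 0.34, GFAT by 0.32, Gnpnat1 by 0.24 and NAGK by 0.17. The log2 differences of Slc35a1 (0.21, adjusted p = 0.0184), CMAH (0.20, adjusted p = 0.111), Slc35a3 (0.15, adjusted p = 0.150), NANS (0.09, adjusted p = 0.486) and Pgm1 (0.02, adjusted p = 0.850) did not pass, nor did those of Nanp and Hk3. The call of NAGK is lost without PND 15 replicate 5 (adjusted p = 0.012) or PND 22 replicate 5 (adjusted p = 0.0132), and Slc35a1 passes without 1 of 3 samples (lowest adjusted p = 0.00735, without PND 22 replicate 2).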

During the first half of lactation the high 3′sialyllactose in milk was accompanied by high colonic expression of neuraminidase 1 (*Neu1*) and of the Sia transporter *Slc17a5* (Fig. 4B). Together, this suggests that there is colonic cleavage and uptake of Sia during the suckling period when 3′sialyllactose delivery *via* milk is high (Figs. 3 and 4B).

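Both genes had their highest mean level in colon at PND 3 and fell afterwards. Neu1, which encodes the lysosomal sialidase, stood at 605 ± 122 (SD, n = 5) at PND -1, 721 ± 129.8 (SD, n = 6) at PND 3, 440 ± 96.1 at PND 10 and 313 ± 87.4 at PND 22. Slc17a5, which carries Sia out of the lysosome, stood at 143 ± 64.1 (SD, n = 5) at PND -1, 205 ± 55.9 (SD, n = 6) at PND 1, 337 ± 80.7 at PND 3, 137 ± 23.4 at PND 10 and 114 ± 7.37 at PND 22. Neu1 (probe ILMN_1354078) lies on chromosome 20 from 3902120 to 3906383. Neu1 fell 2.35-fold from PND 3 to PND 22, a log2 change of -1.23 (standard error 0.20, adjusted p = 8.50e-07 from limma). Slc17a5 (probe ILMN_1366625) lies on chromosome 8 from 88274497 to 88309734. Slc17a5 fell 2.89-fold, a log2 change of -1.53 (standard error 0.19, adjusted p = 1.70e-09). For both genes every sample of PND 22 lay below every sample of PND 3 (exact permutation test, p = 0.00217, the smallest p that 6 samples against 6 allow). From PND 3 to PND 10 Slc17a5 fell by 1.28 on the log2 scale (adjusted p = 1.58e-06). The log2 change of Neu1 over those days was -0.72 (adjusted p = 0.00938), a call that is lost in 9 of 12 fits without 1 sample (highest adjusted p = 0.0403) after normexp background correction (adjusted p = 0.0147) and with trend and robust moderation (adjusted p = 0.0157). From PND 1 to PND 3 the log2 change was 0.72 for Slc17a5 (adjusted p = 0.016, and 0.00495 without PND 1 replicate 4, 0.00344 without PND 3 replicate 5 and 0.00971 among detected probes alone) and 0.12 for Neu1 (adjusted p = 0.869), so that neither passed in limma.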

**Figure 4:**
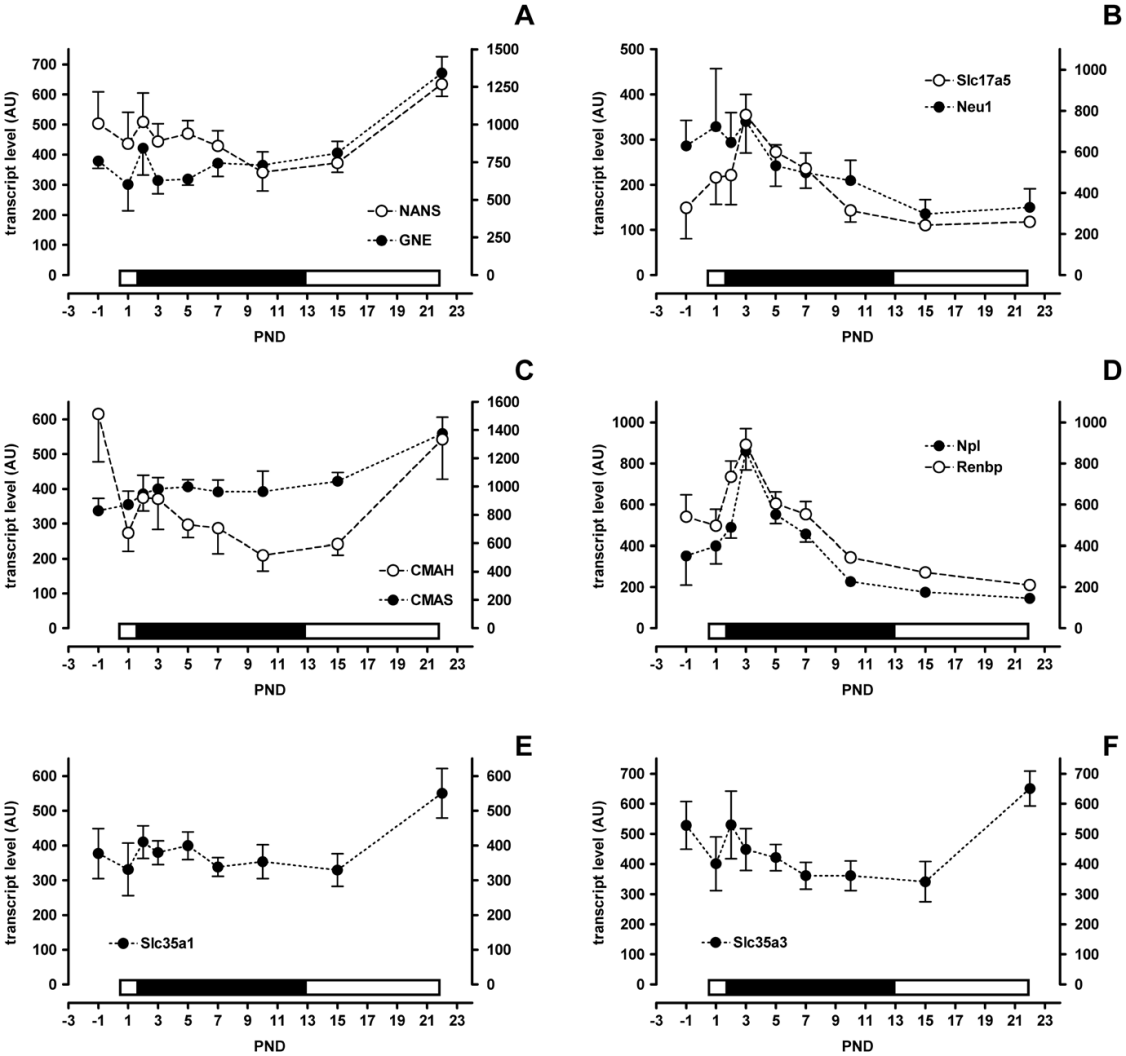
Colon gene expression levels in suckling rat pups. A–F) Filled symbols apply to the left scale bar and open symbols to the right scale bar. Mean and SD are shown (N = 6, except PND-1 N = 5). The bar above each x-axis indicates the relative level of sialic acid in milk (low, open and high, filled).

In order to be added to glycan chains free Sia must be activated to CMP-Sia by the enzyme CMAS (CMP-N-acetylneuraminic acid synthase) and then be transported into the Golgi apparatus by Slc35a1 [31] (Fig. 3). 

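Colon transcripts of CMAS, the enzyme that activates Sia, and of Slc35a1, the Golgi transporter of CMP-Sia, stood well above the levels of PND 15 at PND 22. CMAS had a level of 801 ± 85.6 (SD, n = 5) at PND -1, 954 ± 81.0 (SD, n = 6) at PND 3, 1007 ± 63.6 at PND 15 and 1343 ± 115.7 at PND 22. Slc35a1 had a level of 358 ± 68.9 (SD, n = 5), 361 ± 32.9 (SD, n = 6), 313 ± 44.8 and 528 ± 70.3 at the same ages. CMAS (probe ILMN_2040694) lies on chromosome 4 from 177449801 to 177468117. CMAS was 1.33-fold higher at PND 22 than at PND 15, a log2 change of 0.41 (standard error 0.09, adjusted p = 1.85e-04 from limma). Slc35a1 (probe ILMN_1356217) lies on chromosome 5 from 54021896 to 54044677. Slc35a1 was 1.69-fold higher, a log2 change of 0.76 (standard error 0.12, adjusted p = 1.24e-06). The 6 samples of PND 22 lay above the 6 of PND 15 for both genes (exact permutation test, p = 0.00217, the smallest possible here). Against PND 3, the level at PND 22 was 1.41-fold higher for CMAS (adjusted p = 6.85e-06) and 1.46-fold higher for Slc35a1 (adjusted p = 2.35e-04).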

The peak of expression of both *CMAS* (Fig. 4C) and *Slc35a1* (Fig. 4E) occurred at the end of lactation rather than the beginning. This suggests that the bulk of free Sia delivered *via* milk may follow another metabolic route.

We therefore next looked at the expression of genes whose products could potentially catabolise dietary derived Sia. 

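Npl encodes the lyase that splits Sia into ManNAc and pyruvate, and its colon transcripts rose 2.35-fold from PND 1 to PND 3 and fell 3.81-fold from PND 3 to PND 10. The level was 337 ± 308 (SD, n = 5) at PND -1, 381 ± 205 (SD, n = 6) at PND 1, 834 ± 223 at PND 3, 529 ± 105 at PND 5, 215 ± 41.3 at PND 10 and 139 ± 10.2 at PND 22. The gene (probe ILMN_1363958) lies on chromosome 13 from 68205602 to 68247940. The rise from PND 1 to PND 3 was 1.23 on the log2 scale (standard error 0.25, adjusted p = 0.00133 from limma), and samples of the 2 ages overlapped (exact permutation test, p = 0.00866). The change from PND 3 to PND 10 was -1.93 (standard error 0.25, adjusted p = 1.44e-07), with no overlap between the samples (exact permutation test, p = 0.00217, the smallest possible). By PND 22 the level was 5.81-fold below that of PND 3, a log2 change of -2.54 (adjusted p = 3.81e-12). At PND -1, replicate 4 had a signal of 884 while the other 4 samples lay between 161 and 247.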

*Npl* (N-acetylneuraminate lyase) transcript levels peaked transiently at postnatal day 3 and mirrored the expression profile of milk 3′sialyllactose (Fig. 4D). Similarly renin binding protein (*Renbp*, N-acetyl-D-glucosamine 2-epimerase) also increased to postnatal day 3 and was followed by a decrease to day 10 (Fig. 4D). 

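Renbp, the epimerase that interconverts ManNAc and GlcNAc, rose 1.88-fold in colon from PND 1 to PND 3 and fell 2.60-fold from PND 3 to PND 10. Its level was 519 ± 233 (SD, n = 5) at PND -1, 476 ± 189 (SD, n = 6) at PND 1, 864 ± 188 at PND 3, 327 ± 42.7 at PND 10 and 199 ± 19.8 at PND 22. The gene (probe ILMN_1369241) lies on chromosome X from 156812785 to 156821860. From PND 1 to PND 3 the log2 change was 0.91 (standard error 0.19, adjusted p = 0.00214 from limma), and from PND 3 to PND 10 it was -1.38 (standard error 0.19, adjusted p = 6.68e-07). Pups of PND 1 and PND 3 overlapped (exact permutation test, p = 0.0108), and samples of PND 10 lay below those of PND 3 (exact permutation test, p = 0.00217, the smallest possible). From PND 3 to PND 22 Renbp fell 4.26-fold (adjusted p = 4.73e-13). The call of the rise is lost in 3 of the 12 fits that leave out 1 sample: without PND 1 replicate 2 (adjusted p = 0.0153), PND 1 replicate 3 (adjusted p = 0.0101) or PND 3 replicate 1 (adjusted p = 0.0104).

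**Figure D1:**
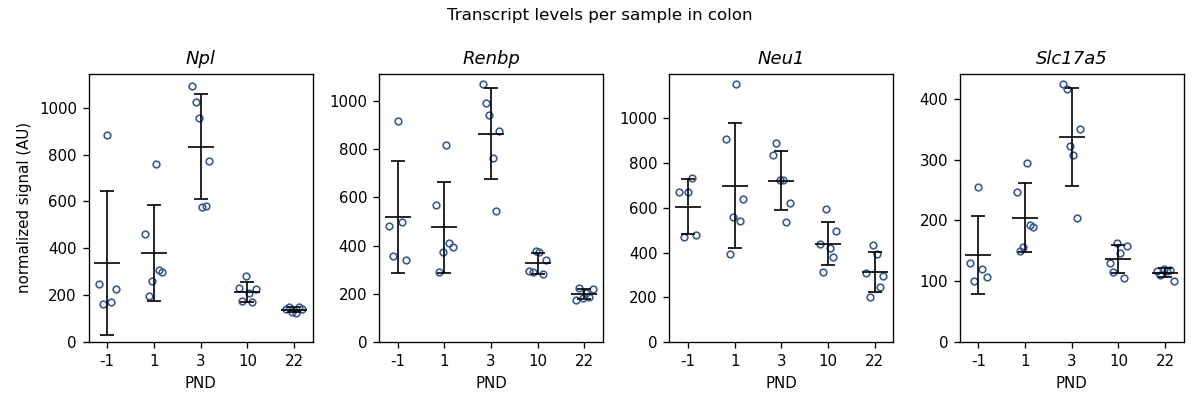
Normalized signal (AU, linear axis from 0) of Npl, Renbp, Neu1 and Slc17a5 in colon against age (PND); each circle is 1 sample, and bars give the mean and SD (n = 5 at PND -1, n = 6 at PND 1, 3, 10 and 22). For each gene the 6 samples of PND 22 lie below the 6 of PND 3, and the replicate of PND -1 that stands apart is at 884 for Npl and 255.7 for Slc17a5.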

Npl catalyses the breakdown of N-acetylneuraminate to N-acetyl-D-mannosamine (ManNAc) and pyruvate. Renbp epimerizes ManNAc to N-acetyl-D-glucosamine (GlcNAc) and *vice versa*.

GlcNAc, the product of the sequential Npl and Renbp reactions, can then itself follow one or more metabolic fates. It can either be degraded further to glucosamine, be transported out of the cell or be used by glycosyltransferases for glycosylation reactions. Currently we do not have data to support or refute either of the first two possibilities. The biochemical pathway leading from GlcNAc to UDP-GlcNAc for use in glycosylation involves the enzymes NAGK (GlcNAc-kinase), Pgm3 (phosphoglucomutase 3) and Uap1/Uap1l1 (UDP-N-acetylglucosamine pyrophosphorylase 1/UDP-N-acetylglucosamine pyrophosphorylase 1-like 1). Subsequently, UDP-GlcNAc may be used by OGT (O-GlcNAc transferase) or transported into the Golgi apparatus by Slc35a3 for use by different glycosyltransferases. 

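NAGK, the kinase that phosphorylates GlcNAc for reuse, kept a low signal in colon, between 112 ± 9.86 (SD, n = 6) at PND 2 and 140.1 ± 16.0 at PND 22. Its level was 131 ± 16.6 (SD, n = 6) at PND 1, 113 ± 12.5 at PND 3 and 124 ± 8.34 at PND 15. The highest and lowest means differed 1.25-fold, and the gene changed over the 9 ages (adjusted p = 0.00348 from limma's F test). NAGK (probe ILMN_1372463) lies on chromosome 4 from 117838761 to 117846304. NAGK was 1.24-fold higher at PND 22 than at PND 3, a log2 change of 0.30 (standard error 0.08, adjusted p = 0.00206), and samples of the 2 ages overlapped (exact permutation test, p = 0.013). This call is lost without PND 3 replicate 4 (adjusted p = 0.0124) or PND 22 replicate 5 (adjusted p = 0.0115). From PND 15 to PND 22 the log2 change was 0.17 (adjusted p = 0.119).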

*NAGK* transcript levels did not change much during suckling (Fig. 5A). 

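Uap1-like1 fell 1.81-fold in colon over birth, rose 1.75-fold from PND 1 to PND 3 and fell again by PND 10, whereas Uap1, the pyrophosphorylase that makes UDP-GlcNAc, rose 1.72-fold from PND 15 to PND 22. The level of Uap1-like1 was 391 ± 127 (SD, n = 5) at PND -1, 215 ± 65.7 (SD, n = 6) at PND 1, 362 ± 34.0 at PND 3, 191 ± 30.3 at PND 10 and 162 ± 21.9 at PND 22. That of Uap1 was 888 ± 113 (SD, n = 5) at PND -1, 589.8 ± 160.3 (SD, n = 6) at PND 1, 647 ± 93.3 at PND 3, 679 ± 135 at PND 15 and 1162 ± 172 at PND 22. Uap1-like1 (probe ILMN_1354198) lies on chromosome 3 from 28570854 to 28579766. For Uap1-like1 the log2 change was -0.86 from PND -1 to PND 1 (adjusted p = 0.00115 from limma), 0.81 from PND 1 to PND 3 (standard error 0.17, adjusted p = 0.00238) and -0.93 from PND 3 to PND 10 (adjusted p = 1.05e-04). Uap1 (probe ILMN_1364910) lies on chromosome 13 from 84875719 to 84910706. For Uap1 it was 0.78 from PND 15 to PND 22 (standard error 0.14, adjusted p = 8.90e-06), with no overlap between the samples (exact permutation test, p = 0.00217, the smallest possible), and -0.64 over birth (adjusted p = 0.0025). The calls over birth are lost without PND -1 replicate 4 for Uap1-like1 (adjusted p = 0.0108) and without PND -1 replicate 2 (adjusted p = 0.0116), without PND 1 replicate 4 (adjusted p = 0.0143) or with scaling to the 75th percentile (adjusted p = 0.0187) for Uap1. The rise of Uap1-like1 to PND 3 is lost without PND 1 replicate 2 (adjusted p = 0.0197) or PND 1 replicate 3 (adjusted p = 0.0104).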

*Uap1-like1* had a transient increase shortly after birth similar to *Npl* and *Renbp*, while *Uap1* increased only later at weaning (Fig. 5C). *GFAT* (glucosamine-fructose-6phosphate-aminotransferase), the key enzyme for *de novo* GlcNAc synthesis, showed no change during early suckling but had a dramatic increase at the onset of weaning (Fig. 5B). 

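GFAT is read from the probe of Gfpt1 (ILMN_1369505), whose gene lies on chromosome 4 from 121054023 to 121103799. Its colon level was 117 ± 9.27 (SD, n = 5) at PND -1, 116 ± 5.55 (SD, n = 6) at PND 1, 148 ± 14.0 at PND 2, 129 ± 7.32 at PND 3, 105 ± 14.9 at PND 15 and 227 ± 33.7 at PND 22. From PND 15 to PND 22 GFAT rose 2.16-fold, a log2 change of 1.11 (standard error 0.09, adjusted p = 5.31e-15 from limma), and every sample of PND 22 lay above every sample of PND 15 (exact permutation test, p = 0.00217, the smallest possible). From PND 1 to PND 3 the log2 change was 0.15 and did not pass over all probes (adjusted p = 0.406), although the samples of the 2 ages did not overlap (exact permutation test, p = 0.00217).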

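Slc35a3, which carries UDP-GlcNAc into the Golgi, rose 1.95-fold in colon from PND 15 to PND 22, while OGT rose 1.45-fold from PND 3 to PND 10 and fell 1.37-fold from PND 15 to PND 22. The level of Slc35a3 was 506 ± 78.1 (SD, n = 5) at PND -1, 382 ± 86.5 (SD, n = 6) at PND 1, 428 ± 67.4 at PND 3, 325 ± 64.0 at PND 15 and 626 ± 56.5 at PND 22. That of OGT was 206 ± 12.4 (SD, n = 6) at PND 2, 223 ± 25.9 at PND 3, 322 ± 27.3 at PND 10, 345 ± 38.5 at PND 15 and 253 ± 43.2 at PND 22. Slc35a3 (probe ILMN_1376966) lies on chromosome 2 from 207305008 to 207344225. Slc35a3 changed by 0.96 on the log2 scale from PND 15 to PND 22 (standard error 0.13, adjusted p = 4.06e-08 from limma), with no overlap between the samples (exact permutation test, p = 0.00217, the smallest possible). OGT (probe ILMN_1352116) lies on chromosome X from 70811317 to 70856123. OGT changed over the 9 ages (adjusted p = 4.07e-11 from limma's F test), by 0.53 from PND 3 to PND 10 (adjusted p = 1.88e-05) and by -0.45 from PND 15 to PND 22 (adjusted p = 5.60e-05). Its level at PND 22 was not separated from that at PND 3 (log2 change 0.18, adjusted p = 0.140).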

Finally, the transporter of UDP-GlcNAc into the Golgi, *Slc35a3*, only showed a major change in expression at weaning (Fig. 4F) while that of *OGT* remained unchanged throughout (Fig. 3; expression profile not shown).

**Figure 5:**
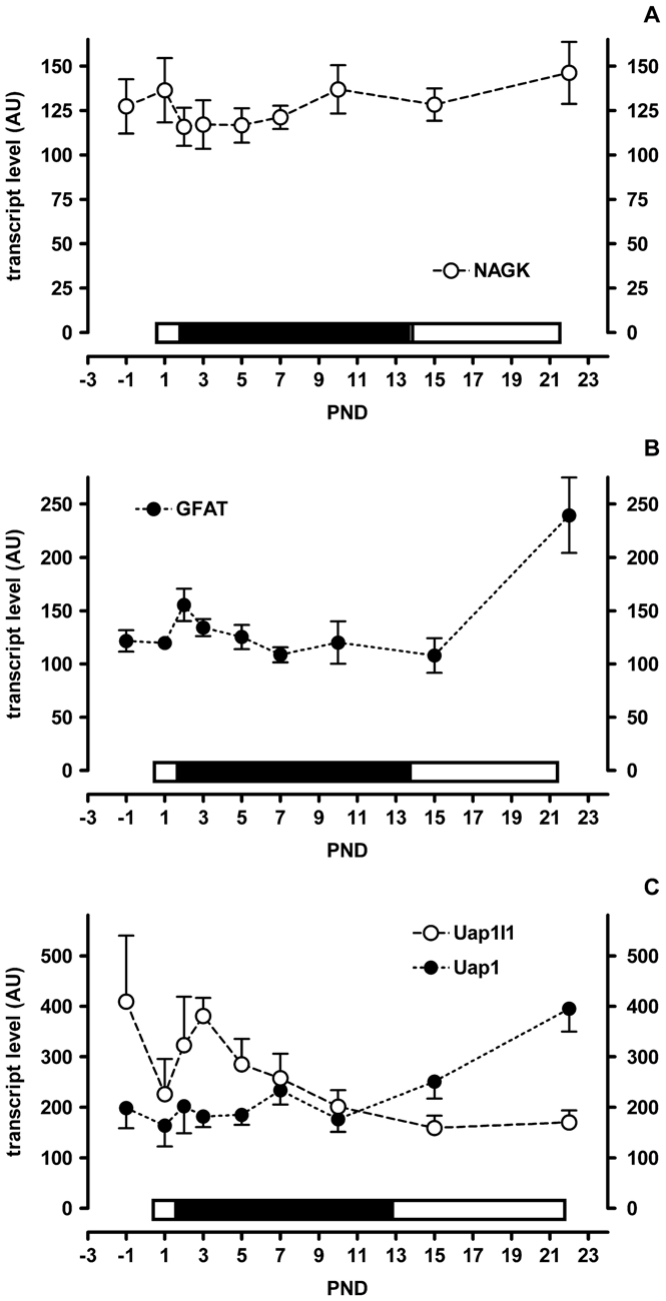
Colon gene expression levels in suckling rat pups. A–C) Filled symbols apply to the left scale bar and open symbols to the right scale bar. Mean and SD are shown (N = 6, except PND-1 N = 5). The bar above each x-axis indicates the relative level of sialic acid in milk (low, open and high, filled).

UDP-GlcNAc is also an intermediate in the *de novo* synthesis of Sia as a substrate for the rate-limiting enzyme GNE. 

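Transcripts of 4 genes on the way from glucose to UDP-GlcNAc were higher in colon at PND 22 than at PND 3. GFAT stood 1.75-fold higher (log2 change 0.81, adjusted p = 3.13e-11 from limma), Uap1 1.80-fold higher (log2 change 0.85, adjusted p = 1.29e-06), and the hexokinase Hk2 3.35-fold higher (log2 change 1.75, adjusted p = 1.01e-16). Gnpnat1, which acetylates glucosamine 6-phosphate, stood 1.34-fold higher (log2 change 0.42, adjusted p = 7.87e-06), with a level of 244 ± 15.8 (SD, n = 6) at PND 3 and 328 ± 29.7 at PND 22. Hk2 went from 139 ± 14.5 (SD, n = 6) to 471 ± 90.7. For each of the 4 genes the samples of the 2 ages did not overlap (exact permutation test, p = 0.00217, the smallest possible). The log2 difference of Pgm1 was 0.18 (adjusted p = 0.121). The arrays read transcripts, and no enzyme activity or UDP-GlcNAc was analysed here for colon.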

In colon, *de novo* synthesis of UDP-GlcNAc was higher after weaning than during the suckling period as can be deduced from the gene expression profiles of *GFAT* and *Uap1* presented in figure 5. Expression of *GNE* and of the downstream enzyme *NANS* (N-acetylneuraminic acid synthase) mirrored this being higher at weaning than earlier during the suckling period (Fig. 4A).

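GNE rose 1.68-fold and NANS 1.74-fold in colon from PND 15 to PND 22. GNE stood at 731 ± 48.0 (SD, n = 5) at PND -1, 577 ± 171 (SD, n = 6) at PND 1, 604 ± 86.4 at PND 3, 782 ± 124.5 at PND 15 and 1310 ± 150.3 at PND 22. NANS stood at 481 ± 103.5 (SD, n = 5), 416 ± 101 (SD, n = 6), 424 ± 57.5, 354 ± 69.4 and 609.9 ± 89.7 at the same ages. GNE (probe ILMN_1370510) lies on chromosome 5 from 63062953 to 63103320. For GNE the log2 change from PND 15 to PND 22 was 0.75 (standard error 0.14, adjusted p = 2.55e-05 from limma). NANS (probe ILMN_1355184) lies on chromosome 5 from 65575970 to 65593164. For NANS it was 0.79 (standard error 0.15, adjusted p = 2.06e-05). In both genes the samples of PND 22 lay above those of PND 15 (exact permutation test, p = 0.00217, the smallest possible). Against PND 3, PND 22 was 2.18-fold higher for GNE (log2 change 1.12, adjusted p = 2.83e-09) and 1.44-fold higher for NANS (log2 change 0.52, adjusted p = 0.00376), the latter with overlap between samples (exact permutation test, p = 0.00649). That call of NANS is lost without PND 3 replicate 1 (adjusted p = 0.0143) or PND 22 replicate 5 (adjusted p = 0.0153). From PND 15 to PND 22 limma also called 12 of 15 epithelial genes higher (median 0.55), 18 of 18 stroma and matrix genes lower (median -1.37), 12 of 13 smooth muscle genes lower (median -1.33) and 11 of 14 genes of enteric neurons and glia lower (median -1.18).

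**Figure D2:**
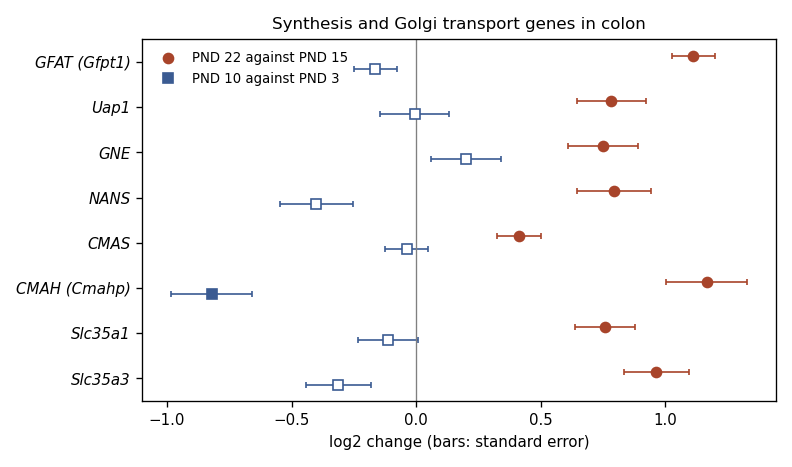
Change on the log2 scale (horizontal axis; points: limma estimates, bars: standard error, n = 6 samples per age) of 8 genes of UDP-GlcNAc and Sia synthesis and Golgi transport in colon, from PND 15 to PND 22 (circles) and from PND 3 to PND 10 (squares); filled marks passed the test and open ones did not. All 8 genes rose from PND 15 to PND 22, by 0.41 (CMAS) to 1.17 (CMAH), and from PND 3 to PND 10 CMAH alone passed, with -0.82.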

Together, the expression profiles found in rat colon suggest that milk Sia is taken up and catabolized to N-acetylglucosamine during the early suckling period. 

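Neu1, Slc17a5, Npl and Renbp, the genes of Sia release, transport and breakdown, fell in colon from PND 3 to PND 22. So did Uap1-like1, which the paper places on the way from GlcNAc to UDP-GlcNAc. The 5 were put in 1 list here, and their median log2 change was -1.53. Uap1-like1 fell 2.25-fold (adjusted p = 1.78e-07 from limma). As a list the 5 fell against other genes (adjusted p = 8.15e-05 from limma's camera), which is lost when the correlation between genes is estimated (adjusted p = 0.083 with an estimated correlation). The list was put together here with the paper's profiles known, so its count, the same 5 of 5 when adjusted over the list alone, is not independent evidence. Genes of the lysosome-rich enterocytes of the suckling gut, which take up and digest luminal protein, also fell: 9 of 12 were lower and 1 was higher (9 and 1 when adjusted over the list alone). Their median log2 change was -1.08 (adjusted p = 4.49e-05 from camera, and adjusted p = 0.0667 with an estimated correlation). Mamdc4, detected in 0 of 6 samples of PND 22, stood at -3.515 or lower against the lowest detected signal of those arrays. The protease Ctsl stood at -2.52, the endocytic adaptor Dab2 at -2.39 and the cubilin partner Amn at -1.85. Of 34 lysosomal genes outside the scheme, 15 were lower and 6 higher (16 and 6 when adjusted over the list alone), with a median of -0.26 (adjusted p = 0.076 from camera). Of 17 macrophage genes 4 were lower and 1 was higher (4 and 2 when adjusted over the list alone), and their median was 0.03 while their mean was -0.05 (adjusted p = 0.723 from camera).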

By the end of weaning the endogenous Sia anabolic route in the colon is favoured as judged from the respective gene expression profiles.

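At PND 22, 9 of the 11 measured genes of Sia and UDP-GlcNAc synthesis and Golgi transport were higher in colon than at PND 3 and none was lower by limma. The same 9 passed when adjusted over the list alone, and the median log2 change was 0.54. The 2 that did not pass were Pgm1 and Nanp. CMAH, the hydroxylase that turns CMP-Neu5Ac into CMP-Neu5Gc, rose 2.25-fold from PND 15 to PND 22, from 229 ± 30.0 (SD, n = 6) to 519 ± 111. This was a log2 change of 1.17 (standard error 0.16, adjusted p = 6.97e-08 from limma). Its probe, ILMN_1354723, is that of Cmahp on chromosome 17 from 40985129 to 41070317. It was also high before birth, at 592 ± 135 (SD, n = 5). The list rose against other genes (adjusted p = 2.17e-04 from camera), which is lost with an estimated correlation (adjusted p = 0.083 with an estimated correlation), and it was put together here with the paper's profiles known and so is not independent evidence. From PND 3 to PND 22 epithelial genes rose as well: 13 of 15 were higher (14 when adjusted over the list alone), with a median of 0.80 (adjusted p = 7.54e-09 from camera, and adjusted p = 0.00248 with an estimated correlation). Among them were the differentiation keratin Krt20 at 2.22, the transcription factor Elf3 at 1.62, and the junction genes Tjp3 at 1.14 and Cldn4 at 1.04. Of 11 goblet cell genes 5 were higher and 2 lower (6 and 2 when adjusted over the list alone), with Spink4 at 4.56, Zg16 at 4.00 and Retnlb at -3.74, and the list did not pass (adjusted p = 0.0426 from camera). The call of CMAH against PND 3 (log2 change 0.57, adjusted p = 0.00446) is lost in 5 of the 12 fits without 1 sample (adjusted p = 0.0283 without PND 3 replicate 2, 0.0231 without PND 22 replicate 1, 0.0151 without PND 3 replicate 6, 0.0117 without PND 22 replicate 5 and 0.0104 without PND 22 replicate 4). From the profiles in colon the paper proposes that Sia from milk is absorbed and broken down to GlcNAc early in suckling. From the later profiles it judges making Sia inside the tissue to be favoured by the end of weaning.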

### Plasma and Urine Sialyllactose Levels Were Highest during Times of High Sialyllactose Concentration in Milk

As milk oligosaccharides were reported to be excreted through urine we analysed plasma and urine throughout the suckling period for the presence of 3′sialyllactose, N-acetylneuraminic acid and its putative catabolic product N-acetylglucosamine.

In plasma, we detected 3′sialyllactose, but neither free Sia nor GlcNAc (Fig. 6A). The plasma 3′sialyllactose concentration was high until PND 7 and then dropped continuously until PND 22. In urine, both 3′sialyllactose and free Sia were detected (Fig. 6B). The 3′sialyllactose content increased until PND 7 and then decreased steadily until PND 22. Free Sia showed a similar increase in the first days after birth until PND 7 but then remained constant to PND 15 and then dropped slightly by PND 22 (Fig. 6B).

**Figure 6:**
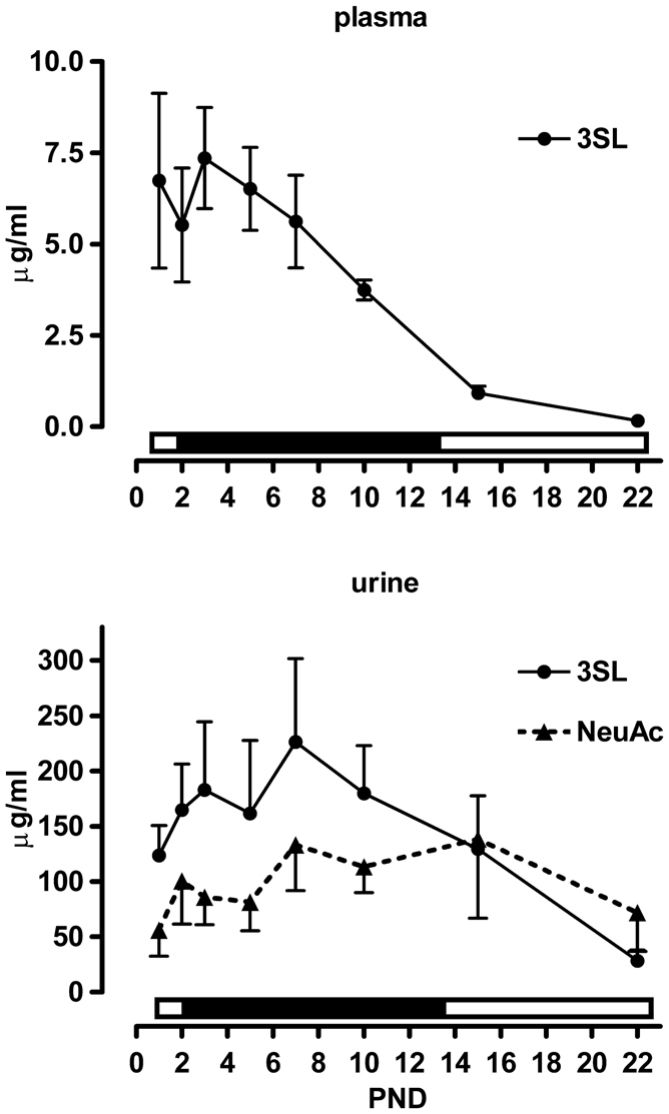
Sialyllactose and sialic acid levels in plasma and urine of suckling rat pups. A) Plasma 3′sialyllactose (3SL) and B) urine 3SL and free sialic acid (NeuAc) levels were determined in pups throughout the suckling period. Mean and SD are shown (N = 6). The bar above each x-axis indicates the relative level of sialic acid in milk (low, open and high, filled).

### Liver Sia Synthetic Activity Increases in Parallel with Increased Sia Content in Milk

The liver is generally considered to be a major site for the synthesis Sia. This synthetic activity is reported to be low at birth and to increase towards weaning [9]. We measured the epimerase activity of GNE in the liver in suckling rats and found a steady increase in activity from prenatal day 1 to postnatal day 7. Thereafter, the GNE epimerase activity dropped slightly at 10 days and then stabilized towards weaning (Fig. 7). Interestingly, the GNE epimerase activity increased in parallel to the increasing levels of 3′sialyllactose measured in milk. This suggests that a metabolic signal may exist between the dietary Sia and liver GNE epimerase activity. This could be sialyllactose, Sia or one of its catabolic products.

**Figure 7:**
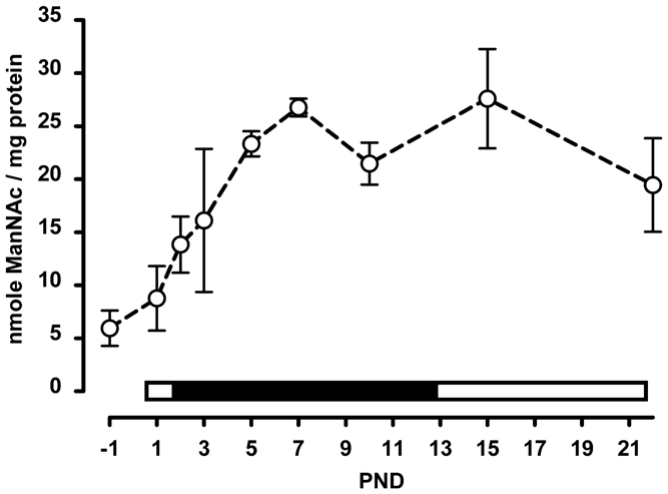
GNE activity in the livers of suckling rat pups. GNE epimerase activity was determined in liver extracts throughout the suckling period. Mean and SD are shown (N = 6). The bar above the x-axis indicates the relative level of sialic acid in milk (low, open and high, filled).

### Sia Metabolism Related Gene Expression Profiles in Brain Do Not Change Much over Time

The brain has been suggested to use an exogenous supply of Sia for development and growth [10], [11]. To determine how the brain reacts to ingested milk sialyllactose we measured gene expression levels throughout the suckling period. 

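Brain RNA was read on the same type of array in 54 samples, 6 at each of the 9 ages from PND -1 to PND 22. The sample labels name the right hemisphere, and the methods describe a division of the brain by a mid-coronal cut. The brain signals were extracted in the same way as those of colon, with array medians of 42.9 to 132.4 (median 59.5) before normalization. Per brain array, 9617 to 12016 probes (median 10943) were detected, and a probe at the detection limit had a normalized signal of 66.1 to 77.0. Many genes of the Sia pathway lay close to that limit: Cmahp was detected in 0 of 54 samples, GFAT in 13, Hk2 in 15 and Hk3 in 18. The deposited quantile-normalized values keep the order of the probes within each array (rank correlation 1), and in brain they differ by up to 0.23 on the log2 scale from the mean of the sorted signals. Brain was fitted apart from colon in limma, with the same threshold, and the change from PND 3 to PND 22 was compared between tissues by an interaction term over the samples of both tissues.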

The endogenous Sia synthetic route with *GNE*, *NANS* and *CMAS* showed a relatively constant expression profile from birth to the end of weaning (Fig. 8A & C). 

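GNE, which starts Sia synthesis from UDP-GlcNAc, kept a mean level in brain of 116 ± 11.7 (SD, n = 6) at PND -1 to 150.4 ± 10.8 at PND 7, while NANS, the Sia synthase, and CMAS fell between PND 3 and PND 22. NANS went from 177 ± 22.9 (SD, n = 6) at PND -1 over 153 ± 13.6 at PND 3 to 121 ± 11.3 at PND 22. CMAS went from 929 ± 62.1 (SD, n = 6) over 933 ± 103 to 695 ± 73.0 at the same ages. From PND 3 to PND 22 CMAS fell 1.34-fold, a log2 change of -0.42 (standard error 0.08, adjusted p = 1.80e-05 from limma), and NANS 1.27-fold, a log2 change of -0.35 (standard error 0.10, adjusted p = 0.00305). For each of these 2 genes the samples of the 2 ages did not overlap (exact permutation test, p = 0.00217, the smallest possible). The log2 change of GNE was 0.10 (adjusted p = 0.411), and over all 9 ages GNE passed the F test (adjusted p = 0.00142) with a 1.30-fold range. With scaling to the 75th percentile, which lowers the median change of all brain probes to -0.26, CMAS changed by -0.31 and did not pass (adjusted p = 0.0177). The call of NANS is lost in 4 of the 12 fits without 1 sample (adjusted p = 0.0124 without PND 3 replicate 2, 0.0102 without PND 3 replicate 3, 0.012 without PND 22 replicate 2 and 0.0122 without PND 22 replicate 3).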

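Slc35a1 transcripts in brain were 1.37-fold lower at PND 22 than at PND 3 and 1.23-fold lower at PND 10 than at PND 3. The level of this CMP-Sia transporter was 274 ± 26.6 (SD, n = 6) at PND -1, 248 ± 33.0 at PND 3, 199.7 ± 6.64 at PND 10 and 179.7 ± 6.18 at PND 22. The log2 change from PND 3 to PND 22 was -0.46 (standard error 0.08, adjusted p = 1.71e-06 from limma), and the samples of the 2 ages did not overlap (exact permutation test, p = 0.00217, the smallest possible). The change to PND 10 was -0.30 (adjusted p = 0.00326). That call is lost without PND 3 replicate 4 (adjusted p = 0.0239), PND 3 replicate 6 (adjusted p = 0.0153) or PND 10 replicate 6 (adjusted p = 0.0102), or with scaling to the 75th percentile (adjusted p = 0.0328).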

The CMP-Sia transporter *Slc35a1* showed a low but constant reduction in expression throughout (Fig. 8E) which suggests that less Sia incorporation in glycoconjugates occurs as the pups are weaned. As for genes potentially involved in an exogenous supply of Sia to the brain expression of *Neu1* was relatively constant while that of the Sia transporter *Slc17A5* was marginally higher from PND 2 to 7 (Fig. 8B). 

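Neu1 had a low signal in brain that rose 1.35-fold from PND 3 to PND 22, the ages of its lowest and highest means. The level of Slc17a5 was highest at PND 1 and lower again from PND 10. Neu1 stood at 102 ± 8.88 (SD, n = 6) at PND -1, 116 ± 10.9 at PND 1, 99.4 ± 9.99 at PND 3 and 135 ± 12.8 at PND 22. Slc17a5 stood at 125 ± 17.4 (SD, n = 6) at PND -1, 153 ± 9.58 at PND 1, 149 ± 14.7 at PND 2, 142 ± 14.6 at PND 3, 137 ± 13.2 at PND 7, 126.5 ± 13.8 at PND 10 and 125 ± 11.7 at PND 22. The change of Neu1 was 0.44 on the log2 scale (standard error 0.08, adjusted p = 7.62e-06 from limma), with no overlap between the samples of PND 3 and PND 22 (exact permutation test, p = 0.00217, the smallest possible). From PND 1 to PND 22 Neu1 did not pass in any setting (lowest adjusted p = 0.0106 from limma). Slc17a5 was 1.22-fold lower at PND 22 than at PND 1, a log2 change of -0.29 (standard error 0.08, adjusted p = 0.00435). From PND -1 to PND 1 its log2 change was 0.30 and did not pass (adjusted p = 0.0153, and 0.00599 without PND -1 replicate 1). From the first to the third week Slc17a5 fell by 0.22 on the log2 scale (adjusted p = 2.40e-04).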

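In brain, Npl fell 1.32-fold from PND 5 to PND 7, and Renbp rose 1.71-fold from PND 1 to PND 22. Npl stood at 168 ± 10.9 (SD, n = 6) at PND 1, 186 ± 25.1 at PND 3, 222 ± 30.1 at PND 5, 167 ± 14.9 at PND 7, 206 ± 24.4 at PND 15 and 176 ± 16.8 at PND 22. Renbp stood at 121 ± 10.9 (SD, n = 6) at PND 1, 143 ± 19.7 at PND 3, 169 ± 34.0 at PND 5, 134 ± 6.17 at PND 7, 159.8 ± 19.6 at PND 15 and 207 ± 25.8 at PND 22. The log2 change of Npl from PND 5 to PND 7 was -0.40 (standard error 0.08, adjusted p = 0.00153 from limma), with no overlap between the samples (exact permutation test, p = 0.00217, the smallest possible). From PND 3 to PND 5 neither gene passed: the log2 change was 0.25 for Npl (adjusted p = 0.154) and 0.23 for Renbp (adjusted p = 0.289). Renbp changed by 0.77 from PND 1 to PND 22 (standard error 0.10, adjusted p = 7.92e-10) and by 0.53 from PND 3 to PND 22 (adjusted p = 6.28e-06). The log2 change of Npl from PND 3 to PND 22 was -0.07 (adjusted p = 0.597). The fall of Npl after PND 5 is lost without PND 5 replicate 2 (adjusted p = 0.0102).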

*Npl* and *Renbp* both had a peak of expression at PND 5 and whereas *Npl* expression was stable or declining by weaning that of *Renbp* was increasing (Fig. 8D). Finally in the metabolism of GlcNAc *NAGK* had a peak of expression in the first two days following birth and then declined slowly to weaning. 

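In brain NAGK fell 1.62-fold from PND 1 to PND 22. Its level was 156 ± 7.98 (SD, n = 6) at PND -1, 181 ± 7.62 at PND 1, 184 ± 21.0 at PND 2, 164 ± 9.39 at PND 3, 152 ± 11.7 at PND 10, 122 ± 4.68 at PND 15 and 112 ± 7.21 at PND 22. The log2 change from PND 1 to PND 22 was -0.70 (standard error 0.06, adjusted p = 3.48e-14 from limma), and from PND 10 to PND 15 it was -0.32 (adjusted p = 1.95e-04). Pups of PND 1 lay above those of PND -1 without overlap (exact permutation test, p = 0.00217, the smallest possible), and over all probes this log2 change of 0.22 did not pass (adjusted p = 0.0224).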

Expression of *Uap1* on the other hand was constant throughout the suckling period (Fig. 8F).

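Uap1 had a level in brain of 364 ± 40.6 (SD, n = 6) at PND -1, 312 ± 43.5 at PND 1, 368 ± 55.1 at PND 3, 371 ± 22.2 at PND 5, 298 ± 29.9 at PND 15 and 308 ± 26.6 at PND 22. Its highest and lowest means differed 1.25-fold. Over the 9 ages Uap1 changed (adjusted p = 0.00425 from limma's F test), and from the first to the third week it fell by 0.18 on the log2 scale (adjusted p = 0.00465). From PND 3 to PND 22 the log2 change was -0.25 and did not pass (adjusted p = 0.028, and 0.00636 without PND 3 replicate 3).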

**Figure 8:**
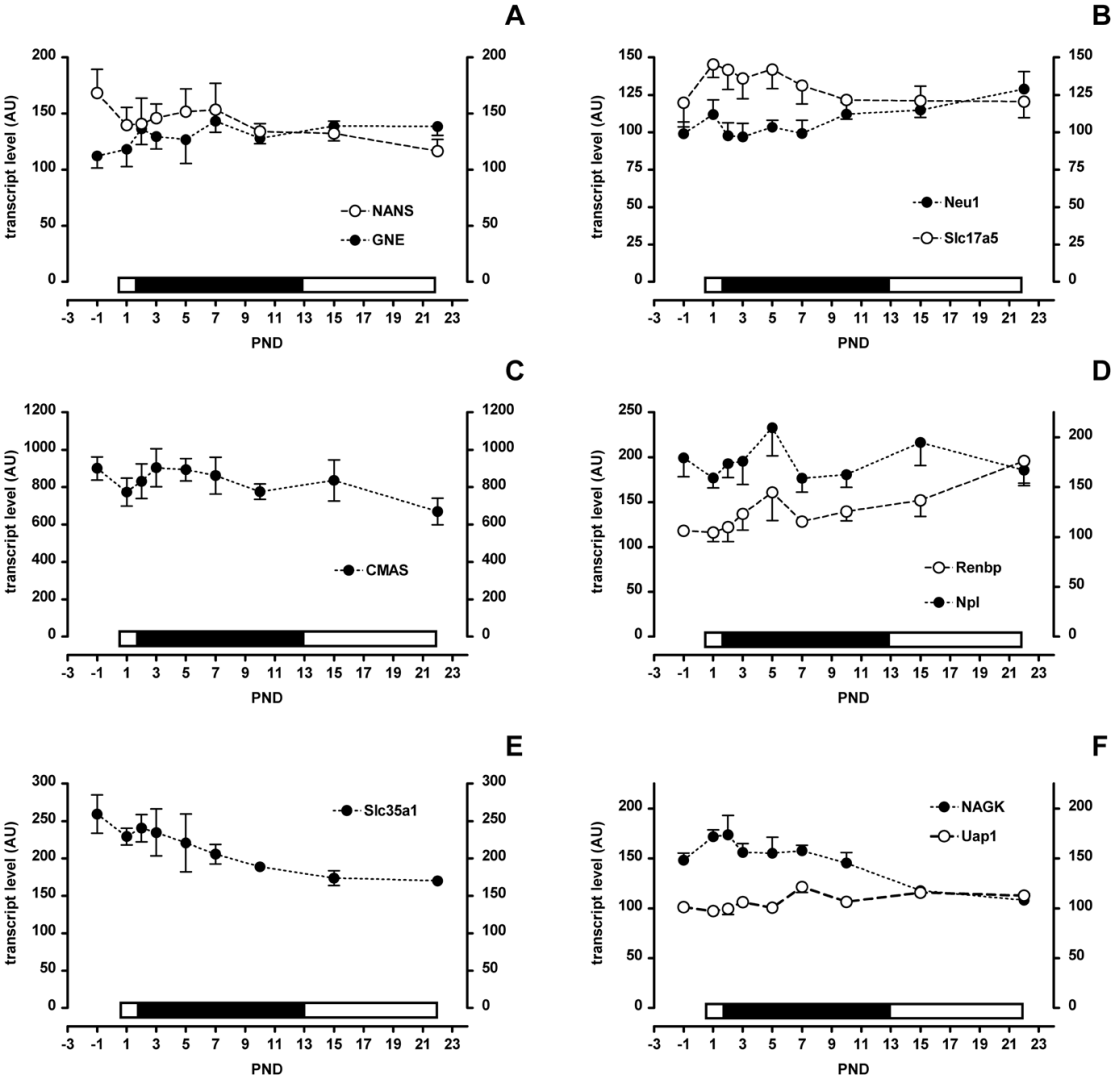
Brain gene expression levels in suckling rat pups. A–F) Filled symbols apply to the left scale bar and open symbols to the right scale bar. Mean and SD are shown (N = 6). The bar above each x-axis indicates the relative level of sialic acid in milk (low, open and high, filled).

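Of the 20 pathway genes, 4 were higher in brain at PND 22 than at PND 3 (Neu1, Renbp, Uap1-like1 and Nanp), 4 were lower (NAGK, Slc35a1, CMAS and NANS) and 12 did not pass. The size of the log2 change had a median of 0.21 over these genes in brain and of 0.56 in colon. NAGK fell 1.47-fold (log2 change -0.56, adjusted p = 8.57e-11 from limma), and Nanp, the Sia phosphatase, was 1.27-fold higher (log2 change 0.34, adjusted p = 1.99e-04), although it was detected in 3 of 6 samples of PND 3. Of the 12 genes that did not pass, Cmahp was detected in 0 of 54 samples, GFAT in 13, Hk2 in 15 and Hk3 in 18, so that their change in brain is hardly measured. Of Neu1, Slc17a5, Npl and Renbp, the genes of Sia release, transport and breakdown, Neu1 and Renbp were higher. With Uap1-like1 in the list 3 of 5 were higher and none was lower by limma, with the same count when adjusted over the list alone, and the list did not pass (adjusted p = 0.288 from camera). Of the 11 genes of synthesis and Golgi transport 1 was higher and 3 were lower, also when adjusted over the list alone, and that list did not pass (adjusted p = 0.369 from camera). Both lists were put together here with the paper's profiles known and are not independent evidence. Over the same days 21 of 34 other lysosomal genes rose (21 when adjusted over the list alone), with a median of 0.39 (adjusted p = 1.95e-08 from camera, and adjusted p = 0.00175 with an estimated correlation), led by the microglial protease Ctss at 2.61. Of 17 macrophage and microglial genes 11 rose (12 when adjusted over the list alone; adjusted p = 4.12e-04 from camera, and adjusted p = 0.069 with an estimated correlation), among them the complement gene C1qa at 1.27. The change differed between colon and brain for 17 of the 20 genes by the interaction term in limma, and for OGT, Pgm1 and Hk3 this did not pass. For Hk2, GFAT and CMAH the difference is set against a brain probe near or below the detection limit. Hk3, detected in few samples of either tissue, passes in 5 of 24 fits without 1 sample (lowest adjusted p = 0.00223) and with scaling to the 75th percentile (adjusted p = 0.00811). It also passes when colon and brain samples of the same age and number are treated as related (adjusted p = 0.00598 from limma), an alternative added after the results were seen. The difference is lost for CMAH in 8 of 24 fits without 1 sample (highest adjusted p = 0.0268) and for Nanp with scaling to the 75th percentile (adjusted p = 0.264). The largest differences were those of Renbp (-2.62, adjusted p = 7.66e-19) and Npl (-2.47, adjusted p = 2.95e-13). With scaling to the 75th percentile Uap1-like1 (adjusted p = 0.252), Nanp (adjusted p = 0.240) and CMAS (adjusted p = 0.0177) no longer pass in brain. Slc35a3 (-0.26), GFAT (-0.32) and Hk3 (-0.45) are then called lower, so that the balance of rises and falls depends on the normalization. The call of Uap1-like1 is also lost in 4 of 12 fits without 1 sample (highest adjusted p = 0.0161, without PND 22 replicate 6). The paper's reasoning on the origin of brain Sia starts from the small size of such changes.

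**Figure D3:**
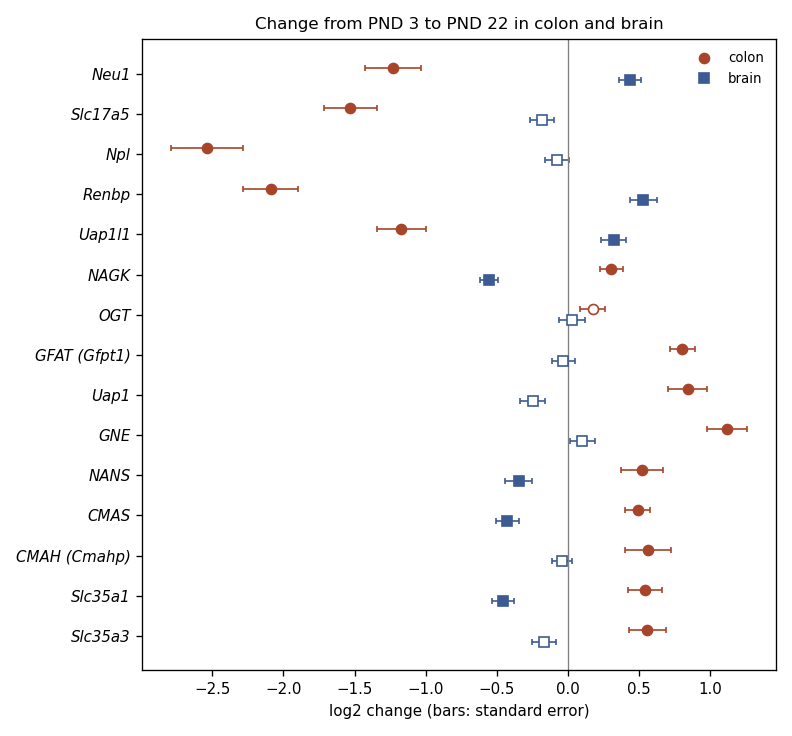
Change from PND 3 to PND 22 on the log2 scale (horizontal axis; points: limma estimates, bars: standard error, n = 6 samples per age and tissue) of 15 pathway genes in colon (circles) and brain (squares); filled marks passed the test and open ones did not. Values in colon run from -2.54 (Npl) to 1.12 (GNE), and those in brain from -0.56 (NAGK) to 0.53 (Renbp).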

The slight changes in gene expression do neither favour the endogenous biosynthetic pathway nor an exogenous supply as a primary source of Sia during early brain growth and development.

## Discussion

Given the importance of the suckling period in the development of the newborn rat we sought to gain further insight into the synthesis and metabolism of Sia. To achieve this we compared throughout the suckling period the concentration of Sia in milk with (i) the expression profiles of genes involved in Sia metabolism in the colon and brain, major sites of synthesis and incorporation of Sia, and (ii) the Sia synthetic capacity in the liver, also a major site of synthesis. It is worth emphasizing that the results of gene expression profiling do not necessarily correlate with the corresponding gene product levels, their catalytic activities or the flux of their substrates and products. Gene expression results do however provide important data that can be used to direct subsequent research.

Early in lactation Sia levels, principally as 3′sialyllactose, were highest and in the colon this correlated with the expression profile of catabolic genes. This suggests that Sia can be cleaved from sialyl-glycoconjugates, absorbed and subsequently catabolised to yield ManNAc, pyruvate and subsequently GlcNAc. These findings support the notion that milk Sia is a nutrient for the suckling neonate. At the end of weaning, when Sia levels in milk were lowest, colonic gene expression had switched such that those involved in *de novo* UDP-GlcNAc and CMP-Sia synthesis together with their respective Golgi resident transporters showed the highest relative expression. Thus, in the colon as the dietary source of Sia diminishes the body may compensate by up regulating Sia synthetic genes.

Several lines of evidence have lead others to suggest that milk Sia can be a nutrient for the neonate early during the suckling period. Over 3 decades ago a correlation was described between the neuraminidase activity in the middle and distal small intestine and the milk Sia content that led the authors to suggest that milk Sia is liberated and used by the suckling newborn [18]. In accordance, high Sia uptake is suggested from the high transient expression of *Slc17a5* in the distal small intestine and of *Neu1* and *Slc17a5* in the colon. Interestingly beyond uptake genes we also saw *Npl* and *Renbp* upregulated during the period when the concentration of Sia in milk was at its peak. While these two genes are part of the same biochemical pathway the direction of reaction is unclear (Fig. 3). Together Npl and Renbp may drive an alternative Sia synthetic route that is active when GNE expression is low or a catabolic route during times when Sia delivery is high. The former is possible but unlikely because GNE knockout mice are embryo lethal and the GNE deficient cells that were tested cannot make Sia from GlcNAc indicating that no salvage pathway exists [32]. It is thus more likely that Npl and Renbp catalyse the catabolism of Sia to GlcNAc. Indeed, Npl was reported to be mainly involved in Sia catabolism *in vivo* [33], and Renbp is thought to epimerize ManNAc to GlcNAc rather then the reverse [34]. It would be interesting to determine if the same expression profiles of *Npl* and *Renbp* occur in the small intestine. Finally results from tracer feeding experiments support the view that nutritionally supplied Sia (as sialyllactose or free Sia) can be a nutrient and preferentially early during the suckling period [15], [19], [20], [35], [36]. In 3 day old rat pups approximately 30% of administered radioactivity remained in the body after 6 hr while 70% was excreted via the lungs (i.e. as CO2), kidney and feces [20]. In 20 day old mice only approximately 1.5% of the administered radioactivity was retained in the body after 6 hr [19]. Morgan and Winick also showed that newborn rats incorporate considerably more tracer early during the suckling period than at the end of weaning [37]. While the nature of the labelled molecule(s) present in the tissues was not identified in these studies Nöhle and Schauer proposed a model where Sia is cleaved from a glycoconjugate followed by Npl catalysed cleavage to ManNAc and pyruvate [19]. Our results support this model and suggest that ManNAc can be further epimerized by Renbp to GlcNAc.

The brain incorporates a large amount of Sia during development which begins *in utero* but continues postnatally (data not shown; [38], [39]). Postnatally the sources and their relative contributions of Sia for use in the brain (e.g. synthesized within the brain, in another tissue (e.g. liver) or from the diet) are currently unknown. The Sia transporter Slc17a5 has been reported to be expressed throughout the adult rodent brain and during embryonic development highest levels are seen in the central and peripheral nervous system [40]. Also radioactivity from radiolabelled Sia (either as free sugar or as sialyllactose) administered to suckling animals can reach the brain although the biochemical pathway followed is not known [19], [20], [36]. Such results have led to the suggestion that the brain gets at least some of its Sia from exogenous sources [10], [11]. Our gene expression results in the neonatal brain do not provide additional evidence for a significant use of exogenous Sia during this time. Studying the brain as a whole as was done here may have masked important regional differences where significant use of exogenously supplied Sia occurs.

The liver may be a source of Sia for other tissues and organs. In the liver the epimerase activity of GNE, the rate limiting enzyme of Sia synthesis, increased during the first week of lactation in parallel to the milk Sia concentration. Whether milk Sia is the stimulus for this activity increase is unknown however Wang *et al*. have previously shown that piglets provided a diet enriched in Sia increased expression of *GNE* mRNA in both the liver and hippocampus [41]. At present we do not know if rat liver *GNE* gene expression parallels that of its enzymatic activity during early development.

Ingested milk oligosaccharides are also excreted unaltered and in significant amounts in the urine and feces [19], [21]–[23]. In human infants about 0.5 to 1% of ingested milk oligosaccharides were reported to be excreted in urine [23], [42]. In rats we also found part of the ingested sialyllactose in urine and estimated that maximally 1% of ingested sialyllactose was excreted into urine (data not shown).

Altogether these results prompt the following questions. (i) What is the biological role of the bulk of ingested sialyllactose that is not digested and (ii) what is the selective advantage of delivering Sia to the suckling pup instead of ManNAc or GlcNAc? A possible answer to both questions is their decoy function. Indeed there is a longstanding hypothesis that milk oligosaccharides serve a decoy function to prevent potentially dangerous microbes from doing harm to the immunologically fragile neonate by reducing microbe-host interactions [43]. Along the same lines free milk oligosaccharides such as sialyllactoses may modulate interactions directly within the host. This could include interactions between cells, between receptor and ligands and between receptors and co-receptors. Such modulation is to date largely unexplored. Further, systemically circulating sialyllactose may serve as a source of Sia for extra-intestinal tissues such as the brain as suggested above.

There is thus good evidence that milk Sia is digested in the neonatal gut and used as a nutrient and that it may be partially catabolized to pyruvate, ManNAc and GlcNAc. To our knowledge it is not known to what extent or where these catabolic products are reused for Sia synthesis, used as such or further catabolized. A detailed understanding of the metabolic fate of dietary Sia is needed to answer these questions and could provide insight into the possible evolutionary advantages of expressing high levels of Sia rather than ManNAc or GlcNAc in milk.

How the deposited data were processed for this re-analysis (not part of the article)

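Transcript levels in rat colon and brain were read at 9 ages, from embryonic day 21, the paper's PND -1, to PND 22. There are 53 colon samples, with 5 at PND -1 and 6 at every later age, and 54 brain samples with 6 at every age. Each sample was placed by its label alone, and every deposited column belongs to 1 sample. The authors made biotin-labelled cRNA by the Illumina TotalPrep protocol, hybridized it to RatRef-12 Expression BeadChips and extracted the signal intensities in BeadStudio, as the methods state. The deposited intensities are linear and above 0, and their medians differ between arrays, so that no normalization between arrays is included. The p-values deposited beside them are detection p-values of each probe against the negative control beads of its own array, which BeadStudio gave the authors. A further deposited table holds the authors' quantile-normalized intensities on the linear scale. In colon these lie within 0.0065 on the log2 scale of the mean of the sorted signals. The authors left out 1 colon sample of PND -1, replicate 1, as an outlier, and it was not used here. They applied quantile normalization and a log2 transformation, and they selected genes with at least 1 differing age. The methods do not name an adjustment for the number of genes.

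From the deposited signals, quantile normalization over both tissues, a floor of 1 and log2 were computed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. The plots were drawn in Python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6. All 22523 probes entered each fit, with no filter on dim probes. limma fitted one mean per age in each tissue apart, with eBayes moderation, and an F test over the 9 ages and contrasts between ages were taken from that fit. A fit over both tissues gave the interaction, the colon change minus the brain change from PND 3 to PND 22. Every adjusted p of a probe comes from limma with Benjamini-Hochberg adjustment over all probes, and a call is an adjusted p under 0.01. Single genes were also compared by two-sided exact permutation tests of the difference in mean log2 signal. Probes were named from the array's annotation table, which gives 1 symbol for 13793 probes (13337 different symbols) and none for 8730. Of the named probes, 13752 have a gene ID in the RefSeq table of GRCr8, which changed 0 symbols. Where a gene has several probes, the brightest was read. Pgm3 and Hk1 have no named probe, and CMAH was read from the probe of Cmahp, for which the RefSeq table gives Cmah as a synonym.

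The 30 gene lists, by pathway and by cell type, hold 433 measured genes, of which 14 stand in more than 1 list. Of the 30, 3 hold the genes of the paper's scheme, which were grouped here with the paper's profiles known. The lists were tested from PND 3 to PND 22 by limma's camera with a preset correlation of 0.01, adjusted over the 60 list tests of both tissues, and with an estimated correlation as an alternative. The lists, the comparisons, the threshold, the alternatives and the rule for named genes were fixed before the data were examined. That rule takes every gene of the paper's figures on these arrays, the 8 largest rises and 8 largest falls from PND 3 to PND 22, the 5 largest each way in the other comparisons and in the interaction, and up to 4 members per list. The largest changes were taken among genes that passed the test, did not overlap between the ages and were detected in every sample of the higher age.

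The alternatives were normexp background correction with limma's neqc (offset 16), scaling of each array to the 75th percentile, quantile normalization within each tissue, the authors' normalized values, probes detected in every sample of at least 1 age, a floor of 16, eBayes with trend and robust moderation, the replicate number as a block, the ordinary one-way F test of the methods, a minimum of 1.5-fold, the mean of all probes of a gene, list members detected at PND 3 or PND 22, and fits without each sample in turn. A block by BeadChip was not run, since the files name no chip. Each count of called probes was also set beside those from groupings of the same samples, 100 with the real one included.

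The steps were tested on simulated data, with 100 probes changed by each fold among the 22523. Between PND 3 and PND 22, 83% of 1.5-fold and 98% of 2-fold changes were called in colon, and 90% and 99% in brain. The interaction called 56% and 91%. At most 2 unchanged probes were called. The simulated probes varied independently of each other, and far fewer of them changed than were called in the data. The simulation therefore does not measure false calls where probes deviate together or where many probes change. Simulated 2-fold falls came out too small after normalization, by 0.23 on the log2 scale in colon and 0.20 in brain. Without normalization the error was 0.0036 and -0.0014. A simulated fall of a probe at background leaves the range of real signals, and the normalization pulls it back. These errors therefore do not measure how far falls of well-detected genes are off. The arrays' number limits the precision, and array medians of 42.9 to 132.4 and 9617 to 12277 detected probes per array give their range. A probe at the detection limit had a normalized signal of 65.6 to 77.0 (median 69.1), so that changes of genes near this level can appear smaller than they are. Where a named gene was detected on none of the arrays of its dimmer group, its change is given as at least the difference to the lowest detected signal of those arrays, a step added after the results were seen.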

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

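The comparisons of list counts with other groupings of the samples, the block by age and number, and the counts of lists from PND 15 to PND 22 other than epithelium and goblet cells were chosen after the results were seen. The other tests in this part were not.

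Npl, Renbp, Neu1 and Slc17a5 fell together in colon from PND 3 to PND 22, with a median log2 change of -1.81. A larger share of macrophages at PND 3 cannot be decided by 17 macrophage genes, whose median was 0.03 (interval -0.16 to 0.07 from 10000 bootstrap draws). Only 10 of them were detected in every sample of PND 3 or of PND 22, and genes near the detection limit cannot show a fall. Aif1 (784.6 to 468.1), Fcer1g (496.0 to 349.1), Mrc1 (log2 change -0.66) and Trem2 (-0.56) were lower, by less than the 4 genes. Cd14 (430.6 to 915.2) was higher, and C1qa, C1qb and C1qc did not pass. Normalization of both tissues together is argued against, since each of the 4 changes kept at least 0.946 of its size with normalization within tissue or scaling to the 75th percentile. A general fall of lysosomal transcripts stays open, with a median of -0.26 over 34 genes and an interval of -0.46 to -0.0016 that just reaches the bound set for it, as do age and diet as such, which were not tested. A larger share of lysosome-rich enterocytes at PND 3 may also account for the fall and cannot be told apart from a change within cells, since 12 genes of these cells had a median of -1.08 with an interval of -2.12 to -0.21 and their brightest ones Ctsl and Dab2 went from 7285 to 1304 and from 2331 to 451.5 (Ctsl and Lgmn stand in both lists).

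GNE, NANS, CMAS, Slc35a1, Slc35a3, GFAT and Uap1 rose in colon from PND 15 to PND 22, with a median log2 change of 0.78. A larger share of goblet cells at PND 22 is a candidate explanation, since 11 goblet cell genes had a median of 0.66 (interval 0.06 to 1.46), of the size this explanation needs. Their brightest members went from 6419 to 12150 (Agr2), 3491 to 14340 (Zg16), and 4494 to 4583 (Tff3, not passing). Clca1 (log2 change 0.40) and Retnlb (-1.15) did not pass either. The interval reaches down to changes too small for this explanation, so that it cannot be told apart from a rise within the cells. A larger share of epithelium cannot be told apart from a rise within the cells, since 15 epithelial genes had a median of 0.55 (interval 0.46 to 0.95), with Krt19 at 16110 and 18160 and Krt8 at 12780 and 15480. From PND 15 to PND 22 18 of 18 stroma and matrix genes (median -1.37), 12 of 13 smooth muscle genes (-1.33) and 11 of 14 genes of enteric neurons and glia (-1.18) were lower by limma, while 17 macrophage genes had a median of -0.03. Other cell types thus moved over the same days, and a smaller share of them was not tested. Weaning itself and age stay open and were not tested.

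In brain the largest log2 change between 2 ages had a median of only 0.36 over the 20 pathway genes. After normexp background correction this median was 0.48, which is 1.34 times as large and lies between the bounds set for the test. Damping by the arrays' background may therefore account for part of the small changes, and how much cannot be told apart from a truly smaller change in brain. That biological difference between the tissues was not tested further.

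Each gene of the paper's figures was tested in each age of a tissue for a sample that stood apart. Of these 216 tests 13 found one, where chance gives about 1 in 20, and some of the 13 come from the same sample. In colon at PND -1, replicate 4 had 884.1 for Npl (others 161.1 to 246.8), 255.7 for Slc17a5 (others 100.6 to 130.6) and 359.1 for CMAH (others 606.9 to 703.0). In colon at PND 1, replicate 4 had 305.1 for Uap1 (others 543.1 to 729.8) and 104.8 for GFAT (others 115.7 to 120.1). Colon replicate 5 had 178.7 for Uap1-like1 at PND 5 (others 258.2 to 309.3) and 139.6 for NAGK at PND 15 (others 115.8 to 123.6). In brain at PND 15, replicate 4 had 114.5 for NANS (others 139.3 to 149.2) and 131.1 for NAGK (others 118.2 to 122.3). In brain, NANS was 211.3 in replicate 6 of PND 7 (others 144.5 to 164.3) and Slc17a5 was 152.9 in replicate 6 of PND 10 (others 114.3 to 125.7). At PND 5 in brain, Neu1 was 117.5 in replicate 3 (others 103.4 to 106.5) and CMAS was 808.0 in replicate 4 (others 919.2 to 989.3).

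The change from PND 3 to PND 22 differed between colon and brain, by limma's interaction term, for 17 of the 20 pathway genes. The colon change minus the brain change was -2.62 for Renbp, -2.47 for Npl, -1.67 for Neu1, -1.49 for Uap1-like1, -1.35 for Slc17a5 and -0.39 for Nanp on the log2 scale. It was 1.63 for Hk2, 1.09 for Uap1, 1.02 for GNE, 1.00 for Slc35a1, 0.92 for CMAS and 0.87 for NANS. The remaining values were 0.86 for NAGK, 0.84 for GFAT, 0.73 for Slc35a3, 0.66 for Gnpnat1 and 0.61 for CMAH. In brain Hk2 was detected in 15, GFAT in 13 and CMAH in 0 of 54 samples, so that these 3 values are set against a probe near or below the detection limit and show little of a change in brain. The difference for Nanp is lost with scaling to the 75th percentile (-0.16, adjusted p = 0.264, the highest over its alternatives), and that for CMAH in 8 of 24 fits without 1 sample (highest adjusted p = 0.0268, without colon PND 3 replicate 2).  Hk3, which did not pass, passes in 5 of 24 such fits (lowest adjusted p = 0.00223) and with scaling to the 75th percentile (adjusted p = 0.00811). It also passes with age and number as a block (adjusted p = 0.00598 from limma).

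Outside the paper's scheme, 8 lists in colon and 9 in brain passed the test from PND 3 to PND 22. In colon the median log2 change was 1.77 for colonocyte transport, 0.80 for epithelium, 0.31 for xenobiotic metabolism, -0.79 for arginine and urea synthesis, -0.84 for the cell cycle, -1.01 for immature neurons, -1.08 for lysosome-rich enterocytes and -1.40 for stroma and matrix. In brain it was 3.13 for myelin, 1.78 for astrocytes, 0.88 for mature neurons, 0.50 for genes of enteric neurons and glia, 0.39 for the lysosome, 0.36 for macrophages and microglia, -0.51 for stroma and matrix, -0.81 for the cell cycle and -1.56 for immature neurons. With an estimated correlation colonocyte transport, epithelium and immature neurons still pass in colon, and myelin, astrocytes, mature neurons, the lysosome, the cell cycle and immature neurons in brain, while the other 5 lists in colon and 3 in brain are lost (lowest adjusted p = 0.0429 and 0.069 with an estimated correlation). Chance cannot be excluded by the bound of 5 in 100 groupings for the number of lists called with the preset correlation, 10 in colon and 9 in brain with the lists of the paper's genes included, since 7 and 10 of 100 gave as many (highest other 11 and 10). Of the 45 groupings that mixed the 2 ages evenly, the highest count in brain was 0, so that those with as many there still partly separated the ages. In colon the highest was 7, so that the preset correlation called lists there even with the ages mixed. List calls in colon that rest on the preset correlation alone are therefore uncertain. With an estimated correlation 3 lists in colon and 6 in brain pass, and the real grouping was the 1 of 100 to give as many (highest other 1 and 0). That is fewer than the bound of 5 in 100, and the smallest share that 100 groupings can give.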

How the results depend on the processing

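The block by age and number was chosen after the results were seen, and every other alternative was planned. The 20 pathway genes, compared between PND 3 and PND 22, kept their direction and their side of the threshold in 725 of 755 recomputed values, with 20 calls lost, 6 gained and 4 changes of sign among values that had not passed. For other genes and comparisons this held for 7978 of 8184 values and for the lists for 1215 of 1257, and 287 of 303 counts stayed within 1.5 times. These totals leave out the floor of 16, under which 0 signals lay, and the mean of all probes of a gene, since 0 pathway genes have more than 1 probe, as neither could change a value. No call or direction changed in 495 values with the authors' normalized values. The other settings left 494 (normalization within tissue), 491 (replicate block), 487 (trend and robust moderation), 486 (normexp) and 463 (75th percentile) of 495 the same, and detected probes alone 468 of 477. Many brain genes lie near the detection limit, which limits what can be seen of their changes.

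Scaling to the 75th percentile shifted the median log2 change of all brain probes from PND 3 to PND 22 to -0.26, against -0.02. It called 8680 probes there (2284 higher and 6396 lower, against 2629 and 2746), 3795 in colon over birth (771 and 3024, against 391 and 450) and 432 in brain over birth (221 and 211, against 331 and 477). In brain Uap1-like1 (0.13), Nanp (0.10) and CMAS (-0.31) lost their calls, while Slc35a3 (-0.26), GFAT (-0.32) and Hk3 (-0.45), lower in both, gained one. Signs turned in brain for Hk2 (-0.17), for Cldn4 (-0.013), the 1 called value to turn, for Uap1 from PND 1 to PND 22 (0.015) and for the brush border list (-0.29). They turned in colon for Renbp over birth (0.014), Nanp between weeks (0.054) and the cholesterol list (0.070). With normexp the direction of the test turned in brain for the arginine and urea list (0.11) and the antimicrobial list (-0.021), whose medians kept their sign, as did that of the brush border list. With detected probes or detected members alone the antimicrobial list (0.085), and with detected members the sialyltransferase list (0.16), turned there. The cause was not tested for any of these changes. Hk3 in the interaction passed with 75th percentile scaling, with the block by age and number and in 5 of 24 fits without 1 sample (lowest adjusted p = 0.00223).

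A minimum of 1.5-fold leaves, by its construction, fewer probes. In colon there were 227 over birth, 118 from PND 1 to 3, 502 from PND 3 to 10, 1781 from PND 15 to 22 and 2577 from PND 3 to 22. In brain there were 94, 55, 509, 188 and 2309. An estimated correlation left 3 of the 10 called lists in colon.

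The replicate block kept each count of calls within 1.5 times, such as 5490 against 5489 in colon and 5410 against 5375 in brain from PND 3 to PND 22. It added a call of Gnpnat1 in brain (-0.23) and ended calls of CMAS and Renbp in brain from PND 15 to PND 22. The numbers share no known animal between ages, and 0 of 6 matched their own number best. Colon and brain samples of the same age and number did deviate together (mean r 0.183 against -0.036, 45 of 53 best matches, permutation p = 1e-04, the smallest possible), and with age and number as a block the interaction called 5153 probes against 4769.

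Without 1 sample at a time, calls from PND 3 to PND 22 were lost in some fits in colon for NANS (0.47 to 0.60), CMAH (0.45 to 0.64) and NAGK (0.26 to 0.34), and in brain for NANS (-0.38 to -0.31) and Uap1-like1 (0.28 to 0.36). Calls were gained in brain for Gnpnat1 (-0.29 to -0.19) and Uap1 (-0.31 to -0.18). Values that had not passed changed sign in brain for CMAH (-0.078 to 0.011), GFAT (-0.079 to 0.019), OGT (-0.010 to 0.053) and Uap1 from PND 1 to PND 22 (-0.058 to 0.032). Others did so in colon, over birth for Renbp (-0.28 to 0.12), and between weeks for Nanp (-0.036 to 0.011) and Pgm1 (-0.027 to 0.040). The interaction of Pgm1 (-0.021 to 0.12) and the colon cholesterol list (-0.085 to 0.030) turned as well. In the brain epithelium list (-0.095 to -0.028) and the colon ganglioside list (-0.070 to -0.016) the direction of the test turned, not the median. From PND 1 to PND 3 the count was 248 to 410 in colon (248 without PND 1 replicate 3) and 305 to 481 in brain (305 without PND 1 replicate 3).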

Differences from the paper's values

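No test in this part was chosen after the results were seen. Among the levels read by eye from the paper's figures, 17 differ from the computed mean signals by more than 1.5 times. These readings use the scales as the legends assign them. The 17 differ as well with normexp background correction, 75th percentile scaling, normalization within tissue, the authors' normalized values and a floor of 16, the alternatives set before the data were examined.

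Of the 17, 12 stand in the panels of Fig. 4 that give a scale to each of 2 genes, and these 12 match when the scales are exchanged between the genes (0.937 to 1.01 times the paper's). For GNE the paper's levels in Fig. 4A, as the legend assigns the scales, are about 310 at PND 3 and about 670 at PND 22, read by eye, against 603.9 and 1310 here. On the other scale of the panel they are about 630 and about 1300. For NANS the paper's are about 890 and about 1300 in Fig. 4A against 423.5 and 609.9 here, and on the other scale about 440 and about 640. For Slc17a5 the paper's are about 780 and about 260 in Fig. 4B against 337.4 and 113.9 here, and on the other scale about 360 and about 120. For Neu1 the paper's are about 340 and about 150 in Fig. 4B against 721.3 and 313.4 here, and on the other scale about 740 and about 330. For CMAS the paper's are about 400 and about 560 in Fig. 4C against 953.6 and 1343 here, and on the other scale about 990 and about 1400. For CMAH the paper's are about 910 and about 1300 in Fig. 4C against 352.9 and 519.4 here, and on the other scale about 370 and about 540.

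The other 5 are levels of Uap1. In colon the paper's are about 180 at PND 3, about 250 at PND 15 and about 400 at PND 22 in Fig. 5C, read by eye, against 646.7, 678.8 and 1162 here. In brain they are about 110 at PND 3 and about 110 at PND 22 in Fig. 8F against 367.6 and 307.9 here. Without Uap1, the levels in the other panels are 0.927 to 1.19 times the paper's.

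Some statements of direction or rank differ too. The paper calls OGT unchanged in colon, and here it went from 205.5 at PND 2 to 345.0 at PND 15 (limma's F test, adjusted p = 4.07e-11), while PND 3 and PND 22 were not separated. Fig. 3 marks Gnpnat1 and Nanp as absent from the array or not expressed, and both were detected in 53 of 53 colon samples here. In Fig. 3 Pgm1, NANS, CMAH, Slc35a1 and Slc35a3 are higher in the third week. Their log2 differences between the weeks did not pass here, although the last 4 were higher at PND 22 than at PND 3, and Slc35a1 passed in 3 fits without 1 sample. NAGK has the same symbol in both weeks in Fig. 3, and here it rose by 0.17 on the log2 scale. The text has Uap1-like1 rise after birth in colon, as here, but its highest mean was that of PND -1, 390.5. In brain the paper calls GNE, NANS, CMAS and Neu1 relatively constant. GNE did not pass from PND 3 to PND 22 here, though it passed limma's F test (adjusted p = 0.0014). Over those days NANS (log2 change -0.35) and CMAS (-0.42) fell and Neu1 (0.44) rose. The paper's words for GNE, NANS and CMAS span birth to the end of weaning, and PND 3 had the highest mean of CMAS and the lowest of Neu1. From PND 1 to PND 22 CMAS and Neu1 passed in no setting (lowest adjusted p = 0.0238 and 0.0106 from limma). For NANS the adjusted p then lay between 0.00798 and 0.0750 over the settings. The paper's wording concerns size, and changes this small need not conflict with it. The paper calls Uap1 constant in brain, and here it passed limma's F test (adjusted p = 0.00425), with a range of only 1.25-fold between its means. The paper gives Npl and Renbp a peak at PND 5 in brain. The mean of Npl was highest there as well, but neither rise from PND 3 passed, and Renbp was highest at PND 22. Slc17a5 in brain is described as higher from PND 2 to PND 7, and its highest mean here was that of PND 1.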

Other observations

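The comparisons with other groupings of the samples and the counts of samples in which a gene was detected were chosen after the results were seen. Between PND 3 and PND 22 the colon gained transcripts of ion and water transport. Of 19 colonocyte transport genes 17 rose and none fell by limma (17 when adjusted over the list alone), among them the carbonic anhydrase Car4 (log2 change 5.07) and the sodium-proton exchangers Slc9a2 (3.18) and Slc9a3 (3.17). The carbonic anhydrase Car1 was detected in 1 of 6 samples of PND 3, so that its value of 7.91 is not exact. Of 20 genes of xenobiotic metabolism 8 rose and 2 fell (8 and 2 when adjusted over the list alone), with Cyp3a9 at 5.01, Ugt1a6 at 1.86 and Aldh1a1 at -1.55, and this list is lost with an estimated correlation (adjusted p = 0.083 with an estimated correlation) and with detected probes alone (adjusted p = 0.0113).  Of 27 cell cycle genes 24 fell (24 when adjusted over the list alone), such as Stmn1 (-1.39), Mcm6 (-1.30) and Mcm2 (-1.19), with an adjusted p = 0.0429 with an estimated correlation. Of 18 stroma and matrix genes 16 fell (16 when adjusted over the list alone), among them the growth factor Igf2 (-4.32), Dlk1 (-2.49, detected in 2 of 6 samples of PND 22) and Col5a1 (-1.99), with an adjusted p = 0.0768 with an estimated correlation. Of 19 genes of immature neurons 16 fell (16, with 1 higher, when adjusted over the list alone), with Gap43 at -2.13 and Tubb2b at -2.12, and this list holds with an estimated correlation, as does colonocyte transport. Of 10 genes of arginine and urea synthesis 7 fell and 1 rose (8 and 1 when adjusted over the list alone), among them Ass1 (-3.01), Cps1 (-2.67, detected in 1 of 6 samples of PND 22), Oat (-1.93) and Otc (-1.78), and the list is lost with an estimated correlation (adjusted p = 0.187 with an estimated correlation) and with detected probes alone (adjusted p = 0.0303). The values of Dlk1 and Cps1 are not exact either.

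Over the same days the brain gained glial and neuronal transcripts. Of 17 genes of oligodendrocytes and myelin 16 rose (16 when adjusted over the list alone), such as Mbp (5.46), Mal (6.11), Mobp (5.54) and Mog (5.05). Since Mal, Mobp and Mog were each detected in 1 of 6 samples of PND 3, their values are not exact and their order is open. All 13 astrocyte genes rose (13 when adjusted over the list alone), with S100b at 3.11 and Gfap at 2.29. Of 27 genes of mature neurons and synapses 18 rose and 1 fell (19 and 1 when adjusted over the list alone), with Pvalb at 2.74 or more (detected in 0 of 6 samples of PND 3), Snap25 at 2.35 and Nrgn at 2.20. Of 19 genes of immature neurons 18 fell and 1 rose (18 and 1 when adjusted over the list alone), with Tubb2b at -4.08 and Dpysl3 at -3.24, and of 27 cell cycle genes 21 fell (23 when adjusted over the list alone), with Hmgb2 at -2.09 and Cdk1 at -1.90. These 5 lists hold with an estimated correlation. Of 18 stroma and matrix genes 13 fell and 1, Sparc at 1.13, rose (13 and 1 when adjusted over the list alone), and of 14 genes named for enteric neurons and glia 7 rose and 2 fell (7 and 2 when adjusted over the list alone), Tubb3 at -2.11 among the latter. Both lists are lost with an estimated correlation (adjusted p = 0.118 and adjusted p = 0.0753 with an estimated correlation), with detected probes alone (adjusted p = 0.0179 and 0.0226), and the former with scaling to the 75th percentile (adjusted p = 0.0840).

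The other lists did not pass in colon. Sialyltransferases had 2 higher and 3 lower of 14, St6gal1 leading with -3.83, and a median of -0.06. Only 6 of these 14 were detected in every sample of PND 3 or of PND 22, so that the median shows little of a change. Medians there were 0.11 for T cells, 0.28 for B and plasma cells, 0.34 for MHC class II, -0.10 for mast cells, -0.50 for smooth muscle, -0.48 for enteric neurons and glia, -0.09 for erythroid genes, -0.25 for the brush border, 0.15 for fatty acid oxidation, -0.06 for cholesterol synthesis, 0.07 for antimicrobial defence, -0.11 for myelin, 0.17 for astrocytes, -0.04 for mature neurons and 0.24 for the study's remaining genes (NAGK, OGT, Hk2 and Hk3). The ganglioside list had a median of -0.05 and a mean of 0.01. Without colon PND 22 replicate 2, smooth muscle (-0.80, adjusted p = 4.47e-04) and enteric neurons and glia (-0.64, adjusted p = 0.00713) pass. In brain, medians of lists that did not pass were -0.02 for sialyltransferases, 0.04 for lysosome-rich enterocytes, -0.02 for T cells, -0.06 for B and plasma cells, 0.25 for MHC class II, -0.08 for mast cells, -0.07 for epithelium, 0.05 for goblet cells, 0.02 for colonocyte transport, 0.02 for smooth muscle, 0.16 for erythroid genes, -0.47 for cholesterol synthesis, -0.03 for antimicrobial defence, -0.07 for gangliosides and -0.08 for the study's remaining genes. Median and mean had other signs in brain for the brush border (-0.01 and 0.03), fatty acid oxidation (0.02 and -0.08), arginine and urea synthesis (0.09 and -0.08) and xenobiotic metabolism (-0.04 and 0.12). Several of these lists had few members detected in every brain sample of PND 3 or of PND 22. These were 1 of 14 for T cells, 1 of 6 for B and plasma cells, 2 of 11 for mast cells and 2 of 14 for the brush border. Their medians near 0 therefore show little of a change. MHC class II passes there with normexp (adjusted p = 0.00634), with detected probes or members alone (lowest adjusted p = 4.50e-04) and in 3 fits without 1 sample, and cholesterol synthesis with detected members alone (adjusted p = 0.00946) and in 4 such fits. With detected members alone, goblet cell genes (adjusted p = 2.80e-05) and colonocyte transport (adjusted p = 6.97e-04) pass in brain too.

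Over birth, from PND -1 to PND 1, colon gained the fatty acid oxidation gene Cpt1a (1.95) and Angptl4 (at least 0.99, detected in 0 of 5 samples of PND -1) and lost Scd2 (-1.95) and Fdps (-1.25), with 391 probes higher and 450 lower. Brain gained Rbm3 (1.21) and Mt1 (0.99) and lost Hsp90b1 (-0.82) and Calr (-0.81), with 331 higher and 477 lower. These counts depend on the normalization: with scaling to the 75th percentile they were 771 and 3024 in colon and 221 and 211 in brain. From PND 1 to PND 3, 387 probes changed in colon, with Zg16 at 2.49 and Fabp2 at 1.91, and 484 in brain, with Gda at 1.34 and Txnip at -1.01. Without PND 1 replicate 3 the counts were 248 and 305. Up to PND 10, compared with PND 3, 1441 changed in colon, with Car3 at 3.43 and Slc2a2 at -2.77 (detected in 4 of 6 samples of PND 10), and 1959 in brain, with Mobp at 3.18 and Pcp2 at 1.939 or more (detected in 1 and 0 of 6 samples of PND 3), so that the values of Slc2a2 and Mobp are not exact. From PND 15 to PND 22, 4145 changed in colon, with Pnlip at 5.75 and Nefl at -2.78, and 727 in brain, with Hbb-b1 at 1.69 and Stmn2 at -1.18. Pnlip, the pancreatic lipase, varied widely in colon at PND 22 (7245 ± 5994, SD, n = 6), as did the other pancreatic enzymes given below. The source of these transcripts was not tested. Between PND 3 and PND 22 the counts were 5489 and 5375 (8680 in brain with scaling to the 75th percentile), and 4769 probes differed between the tissues, with Pigr at 4.27 and Alpi at -4.47, neither detected in brain at these ages and Alpi in 3 of 6 colon samples of PND 22, so that neither value is exact. Both tissues called 2625 probes, of which 801 were higher in both (307 for independent lists) and 1212 lower in both (349 for independent lists). The other 230 were higher in colon and lower in brain (320 for independent lists) and 382 lower in colon and higher in brain (334 for independent lists). The values for independent lists were taken over all 22523 probes, while detected probes alone gave about as many calls (5365 in colon and 5399 in brain). Undetected probes thus lower these values, and an excess over them does not by itself show a change shared by the tissues.

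Chance is unlikely to account for the counts of probes called in the main analysis between 2 ages of a tissue and between the tissues. Of 100 groupings the real 1 alone gave as many, the smallest share that 100 groupings can give. Over birth the groupings cannot separate age from the 1 dam of the PND -1 pups. The counts called in both tissues, with other scaling or without a sample were not compared with other groupings. The highest other counts in colon were 391 over birth, 97 from PND 1 to PND 3, 256 from PND 3 to PND 10, 2277 from PND 15 to PND 22 and 3277 from PND 3 to PND 22. In brain they were 103, 100, 860, 193 and 3015 in the same order, and 2443 for the difference between tissues. Groupings that mixed 2 ages evenly gave at most 14 probes, so that the high counts of other groupings point to the ages they still partly separate. Over all 9 ages 8271 probes changed in colon and 7966 in brain, against 0 in any other grouping by limma.

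Some genes varied widely within an age. RT1-A2, the named gene with the widest spread in colon, ran from 54.31 to 2304 at PND 22. Transcripts of pancreatic enzymes varied widely between colon samples of PND 22 too, with signals of 138.2 to 8634 for Pnliprp1, 109.9 to 6160 for Cela3b and 77.5 to 6319 for Prss3b. Reg3b ran from 81.7 to 6594 at PND 10 and Afp from 57.9 to 5580 at PND 2 in colon. Rpl30 ran from 297.7 to 5863 in colon and from 235.7 to 5404 in brain at PND 1. These genes were chosen after their values were seen, from the 15 with the widest spread within an age in each tissue, where the median SD over all probes was 0.14 on the log2 scale in either tissue.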
